# CTCF acetylation at lysine 20 is required for the early cardiac mesoderm differentiation of embryonic stem cells

**DOI:** 10.1186/s13619-022-00131-w

**Published:** 2022-09-19

**Authors:** Shixin Gong, Gongcheng Hu, Rong Guo, Jie Zhang, Yiqi Yang, Binrui Ji, Gang Li, Hongjie Yao

**Keywords:** CTCF, CTCF acetylation, CBP, HDAC6, Early cardiac mesoderm differentiation

## Abstract

The CCCTC-binding factor (CTCF) protein and its modified forms regulate gene expression and genome organization. However, information on CTCF acetylation and its biological function is still lacking. Here, we show that CTCF can be acetylated at lysine 20 (CTCF-K20) by CREB-binding protein (CBP) and deacetylated by histone deacetylase 6 (HDAC6). CTCF-K20 is required for the CTCF interaction with CBP. A CTCF point mutation at lysine 20 had no effect on self-renewal but blocked the mesoderm differentiation of mouse embryonic stem cells (mESCs). The CTCF-K20 mutation reduced CTCF binding to the promoters and enhancers of genes associated with early cardiac mesoderm differentiation, resulting in diminished chromatin accessibility and decreased enhancer-promoter interactions, impairing gene expression. In summary, this study reveals the important roles of CTCF-K20 in regulating CTCF genomic functions and mESC differentiation into mesoderm.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-022-00131-w.

## Background

Interphase chromosomes in eukaryotic cells are partitioned into discrete megabase-sized topologically associated domains (TADs), and the boundaries of TADs are enriched for the binding of the architectural protein CCCTC-binding factor (CTCF) (Dixon et al. 2012, Nora et al. 2012, Ong and Corces 2014). CTCF, which is ubiquitously expressed and highly conserved in eukaryotes (Filippova et al. 1996, Klenova et al. 1993), is composed of an N-terminal domain, a C-terminal domain, and a DNA-binding domain with 11 zinc fingers (Ghirlando and Felsenfeld 2016). CTCF is implicated in diverse regulatory functions, including transcriptional activation/repression, gene insulation, imprinting, X chromosome inactivation, and long-range DNA–DNA contacts (Phillips and Corces 2009). A number of CTCF cobinding partners have been identified and might promote CTCF loop formation (Hu et al. 2020). CTCF regulates loop extrusion of the cohesin complex, and cohesin progressively forms DNA loops but stalls at convergent CTCF sites (Fudenberg et al. 2016). The N-terminus of CTCF contains a YDF motif that interacts with a pocket formed by the SA2-SCC1 subunits of cohesin and is required for cohesin-mediated extrusion (Li et al. 2020). We recently identified a short CTCF isoform lacking the N-terminus and 2.5 zinc fingers of CTCF which is encoded by an alternatively spliced transcript skipping exons 3 and 4 (Li et al. 2019). CTCF genomic sites bound by the CTCF short isoform might fail to stop cohesin-mediated loop extrusion in the genome. These observations suggest that the N-terminus of CTCF plays a critical role in genome organization.

In addition to the important roles of CTCF in regulating gene expression and chromatin organization, posttranslational modifications of the CTCF protein also mediate its biological functions. Phosphorylated CTCF is present during interphase and mitosis, suggesting that CTCF phosphorylation may play different roles in different stages of the cell cycle (Xiang and Corces 2021). CTCF is phosphorylated at either S612 in the C-terminal region by casein kinase II (CKII) or at T374 and S402 in zinc finger linkers by LATS kinases (Klenova et al. 2001, Luo et al. 2020). Coexpression of CTCF with CKII causes the function of CTCF to switch from a repressor to an activator (El-Kady and Klenova 2005). The phosphorylation of CTCF at zinc finger linkers disables CTCF DNA-binding activity at sites highly enriched at the boundaries of chromatin domains containing LATS signaling pathway target genes (Luo et al. 2020). Multiple threonine and serine residues in CTCF are phosphorylated during mitosis (Del Rosario et al. 2019, Sekiya et al. 2017). CTCF is frequently phosphorylated at serine 224 in pericentric regions by Polo-like kinase 1 during the G2/M transition and affects the expression of hundreds of genes without affecting mitosis or chromatin organization (Del Rosario et al. 2019). CTCF is also poly(ADP)ribosylated, and poly(ADP)ribosylation regulates CTCF-dependent chromatin insulation (Yu et al. 2004). In *Drosophila*, CTCF poly(ADP)ribosylation is required to facilitate interactions between distant sites (Ong et al. 2013). In addition, lysine 74 and lysine 698 of the CTCF protein are SUMOylated, and although the small ubiquitin-like protein SUMO does not affect the ability of CTCF to bind to DNA in vitro, SUMOylation contributes to the repressive function of CTCF (MacPherson et al. 2009). In this study, we discovered a previously unidentified modification of acetylation in CTCF.

We found that CTCF, a substrate of CREB-binding protein (CBP), is acetylated at lysine 20 (K20). CTCF is deacetylated by histone deacetylase 6 (HDAC6). We also showed that CTCF acetylation is essential to maintaining the early mesoderm differentiation of mouse embryonic stem cells (mESCs). Loss of CTCF-K20 acetylation led not only to the selective dissociation of CTCF from a small subset of genes associated with early mesoderm differentiation but also to a reduction in chromatin accessibility, enhancer-promoter (EP) interactions, and gene expression. In summary, we revealed that CTCF-K20, which could be acetylated by CBP and deacetylated by HDAC6, is essential for mesoderm differentiation of mESCs.

## Results

### CTCF is acetylated at lysine 20

To investigate whether CTCF could be acetylated in cells, we transfected a CTCF-Flag construct into HEK293T cells treated with trichostatin A (TSA) (Yoshida et al. 1990), a broad-spectrum HDAC inhibitor, and performed Flag-coimmunoprecipitation (co-IP) experiments. Our data indicated that CTCF-Flag pulled down more acetylated proteins from cells treated with TSA than that from cells without TSA treatment (Fig. 1A), suggesting that CTCF is acetylated in HEK293T cells. Mass spectrometry data indicated that lysine 20 of CTCF might be acetylated (from https://www.phosphosite.org/siteAction.action?id=3979892) (Hornbeck et al. 2015). The sequence analysis indicated that CTCF-K20 is evolutionarily conserved from zebrafish to mammals (Fig. S1A). Therefore, we generated a construct with a point mutation in CTCF in which lysine 20 was replaced with arginine 20 (K20R), and Flag-IP experiments indicated that the acetylation of the CTCF-K20R mutant was significantly reduced compared to that of CTCF-K20 (Fig. 1B). To assess the specificity and roles of CTCF-K20 acetylation, we generated an antibody that specifically recognized acetylated lysine 20 of CTCF (named the “anti-CTCF-K20ac antibody”). A dot blot assay indicated that the anti-CTCF-K20ac antibody specifically recognized the acetylated CTCF-K20 peptide but not the unmodified peptide (Fig. S1B). Furthermore, CTCF knockdown significantly reduced the CTCF-K20 acetylation level in HEK293T cells (Fig. 1C). A specific acetylated CTCF-K20 signal was detected in cells ectopically expressing wild-type (WT) CTCF but not the K20R mutant (Fig. 1D). Moreover, the combination of TSA with another broad-spectrum inhibitor, nicotinamide (NAM, an inhibitor of NAD + -dependent class III SIRTs) (Bitterman et al. 2002) increased the level of CTCF-K20 acetylation compared to the untreated cells (Fig. 1E). Together, these data indicated that CTCF can be acetylated at lysine 20 in cells.

**Fig. 1:**
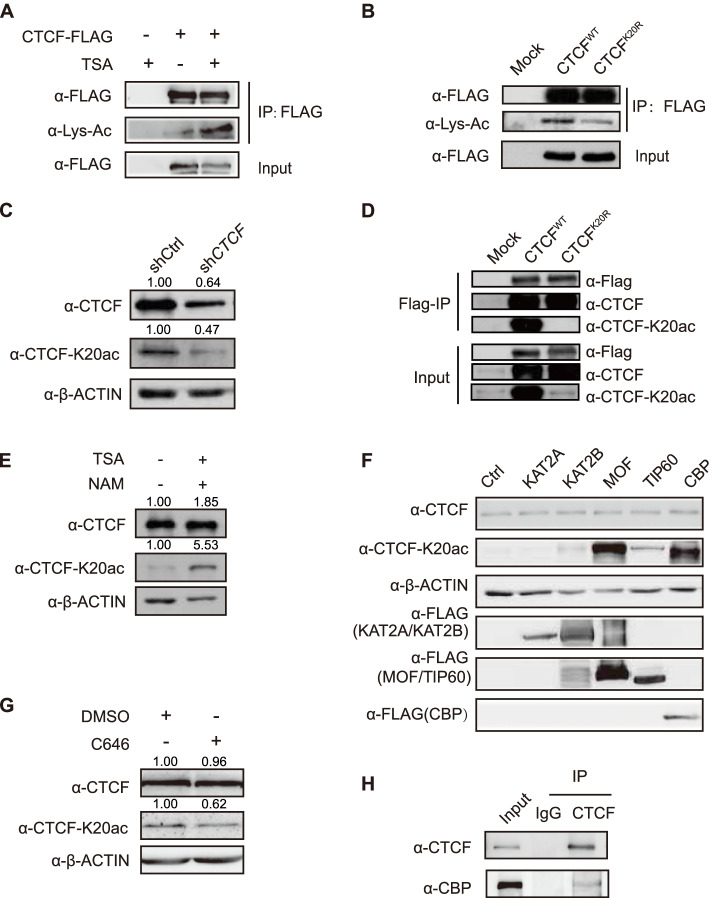
CTCF-K20 is acetylated by CBP. (**A**) Detection of the interaction between CTCF-Flag and the lysine-acetylated protein in HEK293T cells treated with TSA (10 μM) for 12 h. Membranes were immunoblotted with anti-Flag and anti-acetyl-lysine (Lys-Ac) antibodies after Flag co-IP experiments. (**B**) Detection of the interaction between Flag-tagged CTCF or the CTCF-K20R mutant and the lysine-acetylated protein in HEK293T cells. Membranes were immunoblotted with anti-Flag and anti-acetyl-lysine (Lys-Ac) antibodies after Flag co-IP experiments. (**C**) Western blots showing CTCF, CTCF-K20ac and β-ACTIN levels in control shRNA- and *CTCF* shRNA-depleted HEK293T cells. (**D**) Detection of the interaction between Flag-tagged CTCF or the CTCF-K20R mutant and CTCF-K20ac in HEK293T cells. Membranes were immunoblotted with anti-FLAG, anti-CTCF and anti-CTCF-K20ac antibodies after Flag co-IP experiments. (**E**) Western blots showing CTCF, CTCF-K20ac and β-ACTIN levels in HeLa-S3 cells treated with TSA (10 μM) and NAM (5 mM) for 12 h. (**F**) Western blots showing CTCF, CTCF-K20ac, Flag-tagged acetyltransferases and β-ACTIN levels in HeLa-S3 cells transfected with different constructs of Flag-tagged acetyltransferases. (**G**) Western blots showing CTCF, CTCF-K20ac and β-ACTIN levels in HEK293T cells treated with either the dimethyl sulfoxide (DMSO) control or the CBP inhibitor C646. (**H**) Detection of the interaction between CTCF and CBP using endogenous co-IP experiments. Membranes were immunoblotted with anti-CTCF and anti-CBP antibodies

### CTCF-K20 is mainly acetylated by CBP

To identify which acetyltransferases are critical for CTCF-K20 acetylation, we transfected individual histone acetyltransferase (KAT2A, KAT2B, MOF, TIP60, and CBP) into HEK293T cells, respectively, and then examined the effect of these histone acetyltransferases on CTCF-K20 acetylation. Our data indicated that both CBP and MOF significantly increased the CTCF-K20 acetylation level, and TIP60 and KAT2B increased CTCF-K20 acetylation slightly (Fig. 1F). However, KAT2A exerted no effects on CTCF-K20 acetylation (Fig. 1F). To confirm whether both CBP and MOF can specifically regulate CTCF-K20 acetylation, we treated cells with either the CBP inhibitor C646 (Bowers et al. 2010) or MOF short hairpin RNA (shRNA) vectors. Our results showed that CTCF-K20 acetylation was significantly inhibited by the CBP inhibitor C646 (Fig. 1G) but was not affected by MOF knockdown (Fig. S1C and S1D), suggesting that CBP, but not MOF, is a key acetyltransferase catalyzing CTCF-K20 acetylation. Co-IP experiments confirmed the endogenous interaction between CTCF and CBP (Fig. 1H). Taken together, these results showed that CBP might be a major enzyme catalyzing CTCF-K20 acetylation.

### CTCF-K20 is mainly deacetylated by HDAC6

To identify the deacetylase critical for CTCF-K20 deacetylation, we treated HEK293T cells with TSA (an inhibitor of class I, II, and IV HDACs), NAM or both. Our data indicated that NAM slightly but TSA significantly increased CTCF acetylation (Fig. 2A), suggesting that HDACs might be the major deacetylases of CTCF-K20. We ectopically transfected 8 individual HDACs (*HDAC1* to *HDAC8*) into HEK293T cells to further explore which HDAC was involved in this process and found that overexpression of *HDAC6*, but not other HDACs, significantly decreased endogenous CTCF-K20 acetylation (Fig. 2B and 2C). *HDAC6* knockdown had little effect on CTCF expression but led to increased CTCF-K20 acetylation (Fig. 2D). Furthermore, treatment of HEK293T cells with tubastatin A (TBSA) (Butler et al. 2010), an HDAC6 inhibitor, reversed HDAC6 inhibition and increased CTCF-K20 acetylation (Fig. 2E). In summary, we concluded that HDAC6 is the deacetylase critical for CTCF-K20 deacetylation.

**Fig. 2:**
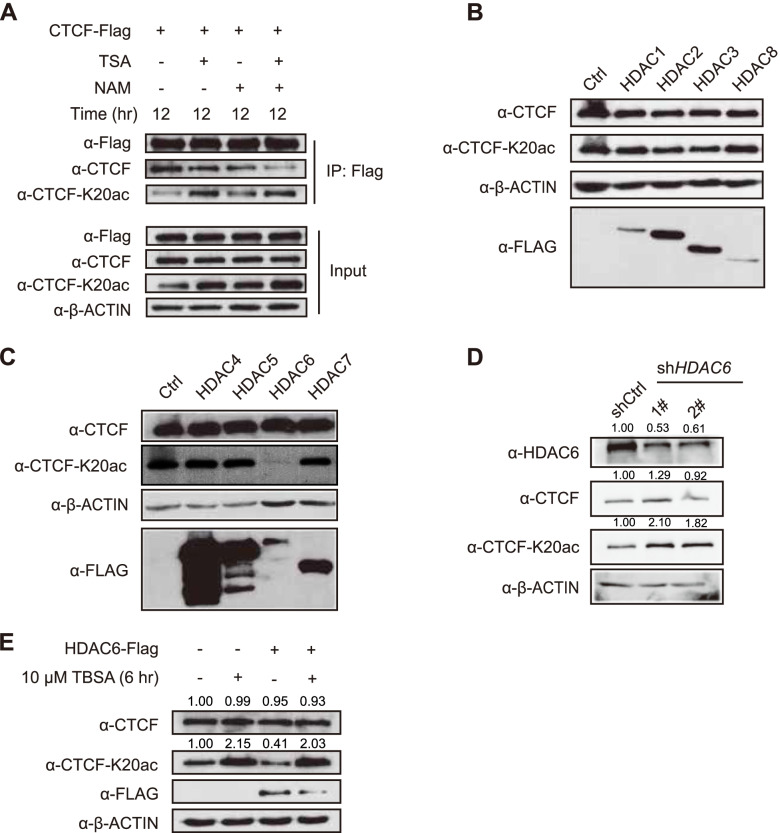
CTCF-K20 is deacetylated by HDAC6. (**A**) Detection of the levels of FLAG-CTCF and CTCF-K20ac in HEK293T cells treated with TSA (10 μM), NAM (5 mM) or both. Membranes were immunoblotted with the indicated antibodies after Flag co-IP experiments. (**B** and **C**) Western blots showing CTCF, CTCF-K20ac, β-ACTIN and FLAG-tagged HDAC levels in HEK293T cells transfected with different HDAC constructs, respectively. (**D**) Western blots showing HDAC6, CTCF, CTCF-K20ac and β-ACTIN levels in HEK293T cells transfected with the scrambled control shRNA or *HDAC6* shRNA. (**E**) Western blots showing CTCF, CTCF-K20ac, FLAG and β-ACTIN levels in HEK293T cells treated with 10 μM TBSA for 6 h

### CTCF-K20 is indispensable for proper cardiac differentiation of embryoid bodies

CTCF is a highly conserved protein, and loss of maternal CTCF results in early embryonic lethality at the peri-implantation stage (Moore et al. 2012). Conditional deletion of *Ctcf* leads to different tissue defects during development (Gomez-Velazquez et al. 2017, Hirayama et al. 2012, Soshnikova et al. 2010). To evaluate the biological functions of CTCF-K20, we generated a CTCF point mutation (K20R) in mESC clones using clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 technology. The K20R mutation of CTCF was confirmed by DNA sequencing (Fig. 3A) and Western blotting (Fig. 3B). The CTCF-K20R mutation had no effect on the maintenance of mESC self-renewal (Fig. S2A and S2B). Embryoid bodies (EBs) simulate the development of embryos and are often used to detect pluripotency and differentiation potential (Evans and Kaufman 1981). We generated EBs from WT and CTCF-K20R ESCs to investigate whether CTCF-K20 is essential for ESC differentiation. The morphology of the EBs derived from CTCF-K20R ESCs was very similar to that of EBs derived from WT ESCs on day 12 (Fig. S2C). We observed that WT EBs were beating once per 2 ~ 3 s on day 8 after differentiation. However, EBs derived from the CTCF-K20R mutant showed the significant smaller size and loss of the beating phenotype (Supplementary Movie 1 and Movie 2), indicating that mutation of lysine 20 in CTCF suppresses the proper cardiac differentiation of mESCs. Furthermore, although CTCF-K20R had little effect on the expression of marker genes *Oct4* and *Nanog* (pluripotency), *Sox17* and *Afp* (endoderm), *Nestin* and *Olig2* (ectoderm) during the EB differentiation of mESCs, CTCF-K20R significantly reduced the expression of mesoderm markers (*Tbx5b* and *Myl7*) on day 12 after differentiation (Fig. 3C).

**Fig. 3:**
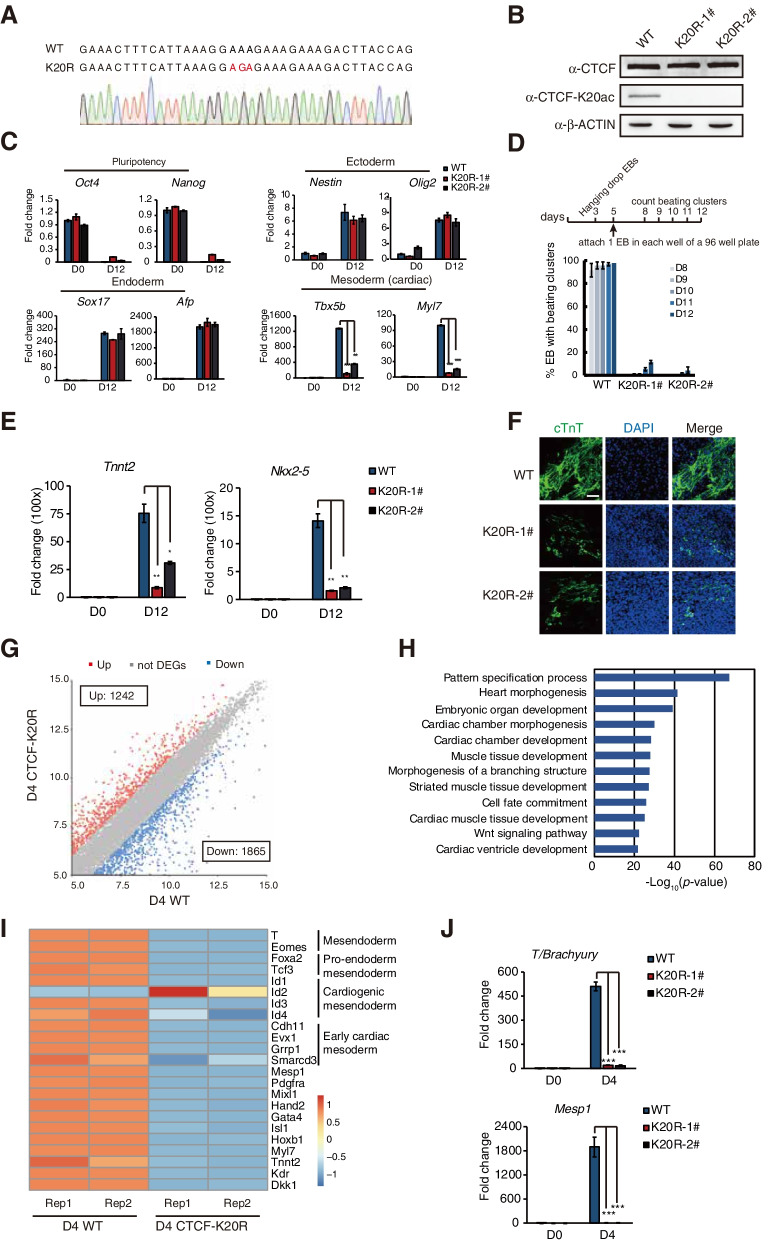
The CTCF-K20 mutation impaired the cardiac differentiation of embryoid bodies. (**A**) Chromatogram from Sanger sequencing showing the sequence of the mutated DNA. (**B**) Western blots showing CTCF, CTCF-K20ac and β-ACTIN levels in both WT and CTCF-K20R mESCs. (**C**) RT–qPCR analysis of the expression of pluripotency (*Oct4* and *Nanog*), ectoderm (*Nestin* and *Olig2*), endoderm (*Sox17* and *Afp*), and cardiac mesoderm (*Tbx5b* and *Myl7*) marker genes using RNA lysates from WT and CTCF-K20R mESCs and EBs at day 12 after mESC differentiation. Expression was normalized to *Gapdh*. (**D**) Semiquantitative analysis of beating EBs. The data are presented as the averages of three experiments. (**E**) RT–qPCR analysis of the expression of selected genes (*Tnnt2, Nkx2-5*) in WT and CTCF-K20R ESCs and EBs on day 12. (**F**) Immunostaining analysis of the cardiomyocyte marker cTnT after EB differentiation on day 12. The scale bar represents 100 μm. (**G**) Scatter plot showing DEGs between WT and CTCF-K20R EBs 4 days after mESC differentiation. Two independent RNA-seq experiments were performed for each sample. (**H**) GO analysis of the significantly downregulated genes shown in Fig. 3G. (**I**) Heatmap showing the expression of marker genes related to myocardial differentiation that were derived from a previous report (Cunningham et al. 2017). (**J**) RT–qPCR analysis of the selected genes in both WT and CTCF-K20R mESCs and EBs at day 4 after mESC differentiation. Bar graphs in (**C**), (**D**), (**E**) and (**J**) represent the mean ± s.d. (*n* = 3) and *P* values were determined by *t* test (**P < 0.01, ***P < 0.001)

To better count the beating EBs, we took advantage of a new protocol to drive differentiation (Fig. 3D). Our data indicated that 90% of WT EBs were beating on day 8 after differentiation, while CTCF-K20R EBs were not beating. Furthermore, all WT EBs were beating on day 12 after differentiation, whereas few EBs derived from the CTCF-K20R mutant were beating (Fig. 3D). In addition, compared with the WT control, the cardiac-specific genes, *Tnnt2* and *Nkx2-5*, in CTCF-K20R cells were not properly expressed (Fig. 3E). Immunofluorescence staining indicated that cTnT expression was significantly reduced in cells expressing the CTCF-K20R mutation but not the WT control cells (Fig. 3F). In summary, we concluded that lysine 20 of CTCF is indispensable for the cardiac mesoderm differentiation of mESCs.

### CTCF-K20R mutation suppresses the differentiation of mESCs into early mesoderm cells

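RNA-seq libraries were made from WT and CTCF-K20R mESCs before differentiation (day 0) and from EBs on day 4 after differentiation, with 2 libraries for each genotype and day. The mESCs were of the E14Tg2A line, a male mouse embryonic stem cell line grown on inactivated fibroblasts with LIF and 2i. EBs are the aggregates that these cells form in hanging drops once LIF is removed, and in which differentiation starts. The CTCF-K20R cells carry a point mutation, made with CRISPR/Cas9 and a donor vector, by which lysine 20 of CTCF is replaced with arginine. The paper reports the day 4 comparison, and the day 0 libraries entered the same model. The authors trimmed the reads with Trim_Galore, quantified them on mm10 with salmon, summed transcripts to genes with tximport and normalized the gene counts with DESeq2. The deposited values are these normalized counts for 18094 genes. They carry a factor for each gene and library, so whole reads could not be recovered and no count model was used. The normalized counts summed to 20946389 and 20958552 in the WT mESC libraries, to 21311513 and 21263104 in the CTCF-K20R mESC libraries, to 19412659 and 19413145 in the WT EB libraries, and to 20943953 and 20845518 in the CTCF-K20R EB libraries. Low values moved in steps that put 3 reads, taken as the limit of detection, at 2.43 to 3.44 normalized counts. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules.
The replicates were compared before they were averaged. The squared difference between the 2 libraries of a group was divided by the value expected from reads drawn independently, which gives a mean of about 1 for sampling noise alone. Over genes with at least 20 normalized counts, the mean was 0.312 in WT mESCs and 0.278 in WT EBs, against 4.00 in CTCF-K20R mESCs and 4.35 in CTCF-K20R EBs. The 2 WT libraries of each day thus differed by less than the sampling noise and were averaged and counted as 1 sample, while the CTCF-K20R libraries were kept as 2 samples per day. The error of every comparison therefore comes from the CTCF-K20R pairs, no WT difference has a replicate check, and the genotype cannot be separated from differences between clones or cultures. Values were tested as log2(value + 1) with limma, with a mean-variance trend, 2 residual and 3.51 prior degrees of freedom, and Benjamini-Hochberg adjustment over the 15767 genes with a mean of at least 10 normalized counts. On this scale the fold changes of low genes are understated. As in the paper, DEGs had a log2 fold change above 1 or below -1 and an adjusted p under 0.05. The same test with all 8 libraries as separate samples, which was the design fixed in advance, is given beside the main counts.
Ctcf (ENSMUSG00000005698) lies on chromosome 8 of GRCm38 from 105636568 to 105682922. Its normalized counts were 3971 and 3939 in the WT mESC libraries, 4610 and 4408 in the CTCF-K20R mESC libraries, 4241 and 4256 in the WT EB libraries, and 4926 and 4771 in the CTCF-K20R EB libraries. The log2 fold change of Ctcf was 0.19 on day 4 (standard error 0.048, adjusted p = 0.0268 from limma with Benjamini-Hochberg adjustment) and 0.19 on day 0 (adjusted p = 0.055 from the same test). The point mutation itself cannot be read from gene-level values. Ctcf sits in a stretch of chromosome 8 from 63.9 to 112.0 Mb in which the 367 genes measured had a median log2 fold change of 0.60 on day 4.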

To investigate the possible mechanism by which CTCF-K20 regulates cardiac mesoderm differentiation of mESCs, we performed RNA sequencing (RNA-seq) experiments with both WT and CTCF-K20R mutant cells on day 4 after EB differentiation. We identified 1242 upregulated and 1865 downregulated genes in cells expressing the CTCF-K20R mutant compared to their counterparts expressed in WT cells (Fig. 3G). 

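In the normalized counts, 1087 genes were upregulated and 1364 were downregulated in CTCF-K20R EBs compared with WT EBs on day 4, out of 6329 genes with an adjusted p under 0.05. With all 8 libraries as separate samples, 1376 genes were upregulated and 1778 downregulated. The alternative that moved these counts most was the adjusted p alone without a minimum fold change, which gave 3395 upregulated and 2934 downregulated genes. Upregulated genes were 44.3% of the DEGs, and 53.7% after quantile normalization, so the balance of the directions depends on the scaling. Of the DEGs, 202 (8.2%) lay on chromosome Y or in 3 stretches of chromosomes 2, 8 and 14 whose neighbouring genes shifted together on both days; these regions hold 4.7% of the genes tested.
Among the DEGs with a mean of at least 100 normalized counts, Lhx1 fell most. Lhx1 (ENSMUSG00000018698, chromosome 11 from 84518284 to 84525535) had 15600 normalized counts in WT EBs and 6.72 ± 0.087 (SD, n = 2) in CTCF-K20R EBs, a log2 fold change of -10.98 (standard error 0.485, adjusted p = 9.65e-05 from limma with Benjamini-Hochberg adjustment). Msgn1, Gm15284, Cer1 and Cyp26a1 followed on the same scale. The places of Msgn1 and Gm15284 rest on the pseudocount, since both were at 0 in both CTCF-K20R libraries and have only a bound. Msgn1 was listed at 0 in both CTCF-K20R libraries against 882.6 normalized counts in WT EBs, which makes it at least 257-fold lower. Gm15284 was at least 245-fold lower, and it overlaps Defa30 on the same strand, so the assignment of its reads is uncertain. The log2 fold change was -9.72 for Cer1 and -9.52 for Cyp26a1. In the other direction, Gm6763 was listed at 0 in both WT libraries and had 284.2 ± 79.1 normalized counts (SD, n = 2) in CTCF-K20R EBs, at least 98.7-fold higher, although it overlaps Gm21293 on the same strand. Zscan4f, a member of a family of near-identical genes whose reads the counting could have split, was at least 71-fold higher. The log2 fold change of Kirrel2 was 4.68 and that of its neighbour Nphs1 4.52. All of these differences were larger than the spread between the CTCF-K20R libraries, and both CTCF-K20R libraries lay beyond both WT libraries for each gene.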

Gene ontology (GO) analysis showed that the downregulated genes were involved in the processes of heart morphogenesis and cardiac chamber morphogenesis (Fig. 3H). 

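The members of the GO terms were not used here. A hand-written list of 80 genes with roles in heart morphogenesis was tested in their place, and 72 of its genes had enough expression. In CTCF-K20R EBs, 62 of the 72 genes were lower than in WT EBs and the median log2 fold change was -1.63. The 5 genes whose CTCF-K20R libraries were all at or under the limit of detection did not move this median when they were placed at their bound. Of the 72 genes, 41 were downregulated DEGs (45 adjusted over the list alone), and Nodal was upregulated. The competitive test of limma, camera with an inter-gene correlation of 0.01, gave a two-sided p of 1.77e-12 for the list against all other genes. The call held with a correlation estimated from the data (p = 0.0116 by limma's camera) and in limma's rotation test, fry (p = 0.000496). The alternative that moved the median most was testing genes with any value above 0, which gave -1.37. The same list had a median log2 fold change of -0.02 between CTCF-K20R and WT mESCs on day 0 and did not pass in camera at 0.05. The day 0 median was -0.08 with the 7 genes at or under the limit of detection placed at their bound. On that day 2 of its genes were downregulated and 1 upregulated. From day 0 to day 4, the median change of the list in WT cells was 2.00 on the log2 scale, a difference between single WT samples without a replicate check.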

EB formation is a chaotic process of ESC differentiation; therefore, estimating whether the downregulated genes were specific to the mesoderm lineage is difficult. We compared our RNA-seq data obtained on day 4 with published RNA-seq data obtained from early cardiac-mesoderm precursor cells on day 3 (Alexanian et al. 2017, Ritter et al. 2019) to further examine the effect of the CTCF-K20R mutation on the mesoderm differentiation of mESCs. We noticed that 654 and 725 genes that were originally upregulated during cardiac differentiation were downregulated in CTCF-K20R mutant cells in our study, respectively; 389 and 405 originally downregulated genes involved in cardiac differentiation were abnormally upregulated in our data after CTCF-K20R mutation, respectively (Fig. S3A and S3B). Furthermore, GO analysis showed that abnormally downregulated genes were associated with mesoderm-related genes (Fig. S3C), suggesting that CTCF-K20 regulates the mesoderm differentiation of mESCs. Heatmap analysis of our RNA-seq data indicated that the CTCF-K20R mutation led to the significantly downregulated expression of the selected early mesoderm-related genes on day 4 after differentiation (Fig. 3I). 

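Of the 23 genes in the heatmap, 22 had a mean of at least 10 normalized counts, 21 were lower in CTCF-K20R EBs and 20 were downregulated DEGs, a count that stayed at 20 when adjusted over the list alone. The study showed these genes on the same libraries, so the second count is not independent evidence. The median log2 fold change of the 22 genes was -4.57, or -4.32 with Mesp1 and Hand2 placed at their bound. For 21 genes both CTCF-K20R libraries lay below both WT libraries, which chance gives for 33.3% of genes when the WT pair counts as 1 sample.
T (ENSMUSG00000062327), also called Brachyury, lies on chromosome 17 of GRCm38 from 8434423 to 8442496. It had 20800 normalized counts in WT EBs and 517.4 ± 4.04 (SD, n = 2) in CTCF-K20R EBs, a log2 fold change of -5.33 (standard error 0.136, adjusted p = 2.53e-05 from limma with Benjamini-Hochberg adjustment). Mesp1 (ENSMUSG00000030544, chromosome 7 from 79792241 to 79793788) had 1695 normalized counts in WT EBs and 2.4 and 1.1 in the CTCF-K20R libraries, which are under the limit of detection, so it was at least 493-fold lower. Hand2 was at least 11.5-fold lower. Pdgfra, with a log2 fold change of -6.74, Cdh11, with -6.44, and Mixl1 and Dkk1, each with -6.27, fell most among the genes still detected. Cdh11 lies in the chromosome 8 stretch that holds Ctcf, where most genes were higher, and Gata4, with a log2 fold change of -4.38, lies in a stretch of chromosome 14 whose genes were lower as a group on day 0 as well. Id2 was higher in both CTCF-K20R libraries without passing the threshold (log2 fold change 0.28, standard error 0.21, adjusted p = 0.335 from the same test). Tcf3 fell by 0.43 on the log2 scale, past the adjusted p but short of the minimum fold change (standard error 0.041, adjusted p = 0.000925). Tnnt2 was under the expression filter, with 17.6 normalized counts in WT EBs and 3.3 and 2.8 in the CTCF-K20R libraries, which are under the limit of detection, so it was at least 5.13-fold lower. It was a downregulated DEG without the filter (adjusted p = 0.0214 from limma). Foxa2 had 2243 normalized counts in WT EBs and 74.0 and 73.3 in the CTCF-K20R EB libraries, while its CTCF-K20R mESC libraries, at 0 and 12.0, widened the error of the joint fit (adjusted p = 0.04). With only the day 4 libraries fitted the adjusted p was 0.000641, and the call was lost with a pseudocount of 0.1 (adjusted p = 0.209, the highest of the alternatives) and without the filter (adjusted p = 0.104, all from limma). Id4 was not called when only the libraries compared were fitted (adjusted p = 0.085) or without the filter (adjusted p = 0.0631), and Smarcd3 was not called without the filter (adjusted p = 0.0509) or after quantile normalization (log2 fold change -0.94). In WT cells the median of the 22 genes rose by 5.27 on the log2 scale from day 0 to day 4.

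**Figure D1:**
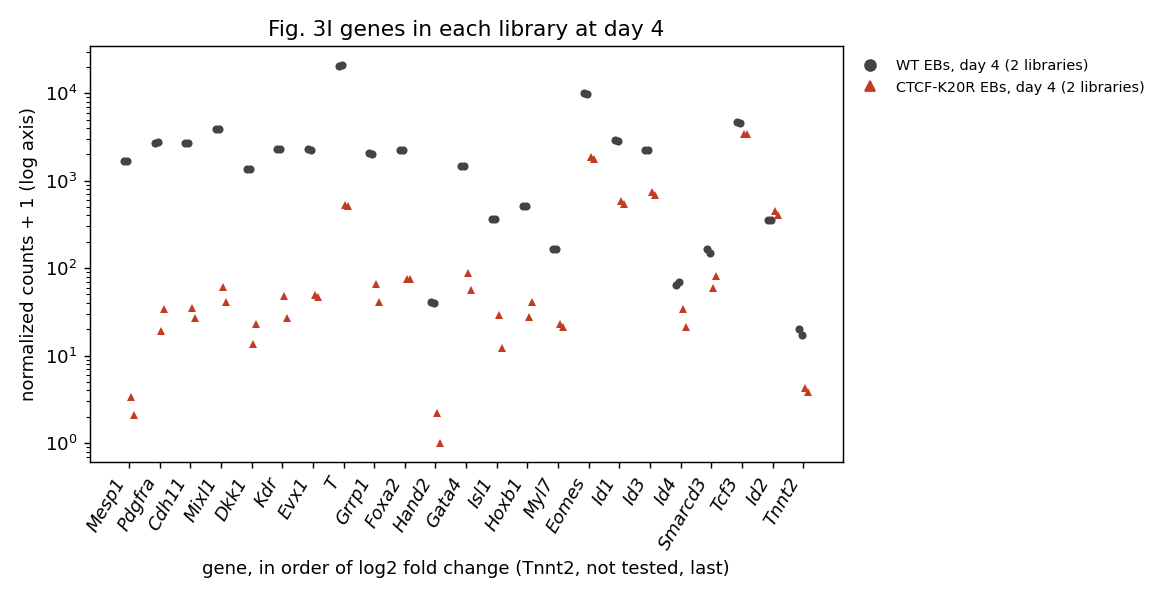
Normalized counts plus 1 (log axis) of the 23 genes of Fig. 3I in each library on day 4, with circles for the 2 WT EB libraries and triangles for the 2 CTCF-K20R EB libraries, ordered by log2 fold change. The triangles lie below the circles for 21 of the 22 genes tested and for Tnnt2, and above them for Id2.

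The paper words its conclusion, a role of CTCF-K20 in early mesoderm determination, on the reduction of T measured by RT-qPCR (Fig. 3J). Its reason is that T is essential for initial mesoderm determination. The same section of the paper also gives RT-qPCR of Mesp1, the heatmap and a comparison with published cardiac mesoderm data (Fig. S3A to S3C).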

The RT–qPCR analysis validated the attenuated expression of selected genes (*T/Brachyury*, *Mesp1*) in EBs differentiated from the CTCF-K20R mutant (Fig. 3J). As a reduction in *T/Brachyury* expression in CTCF-K20R mutant EBs is essential for initial mesoderm cell determination (Fig. 3J) (Herrmann et al. 1990), we concluded that CTCF-K20 is involved in the early mesoderm determination of mESCs.

### CTCF-K20 is necessary for proper CTCF occupancy at the genes associated with early cardiac mesoderm differentiation

To further investigate the mechanism of CTCF-K20 in regulating early cardiac mesoderm differentiation of mESCs, we performed chromatin immunoprecipitation sequencing (ChIP-seq) experiments to identify CTCF binding sites in both mESCs and differentiated EBs on day 4 to assess whether CTCF-K20R affected the genome-wide distribution of CTCF in early cardiac mesoderm differentiation. We compared CTCF binding between mESCs and differentiated EBs and found that CTCF-K20R had little effect on CTCF binding on day 0 but significantly reduced CTCF binding in differentiated EBs compared to the corresponding WT cells on day 4 after differentiation (Fig. 4A). Compared to stable and upregulated CTCF sites, the reduced CTCF sites showed relatively weak binding strength (Fig. 4B). Motif analysis of CTCF peaks revealed that the topmost motif of CTCF binding sites in WT EBs on day 4 after differentiation was very similar to the conventional CTCF motif, while the topmost motif of CTCF binding sites in CTCF-K20R mutant EBs on day 4 after differentiation was much shorter (Fig. 4C). The missing motif for CTCF-K20R corresponds to the binding sequence of the N-terminal zinc fingers of CTCF, suggesting that CTCF-K20R mutation might be detrimental to the binding of CTCF.

**Fig. 4:**
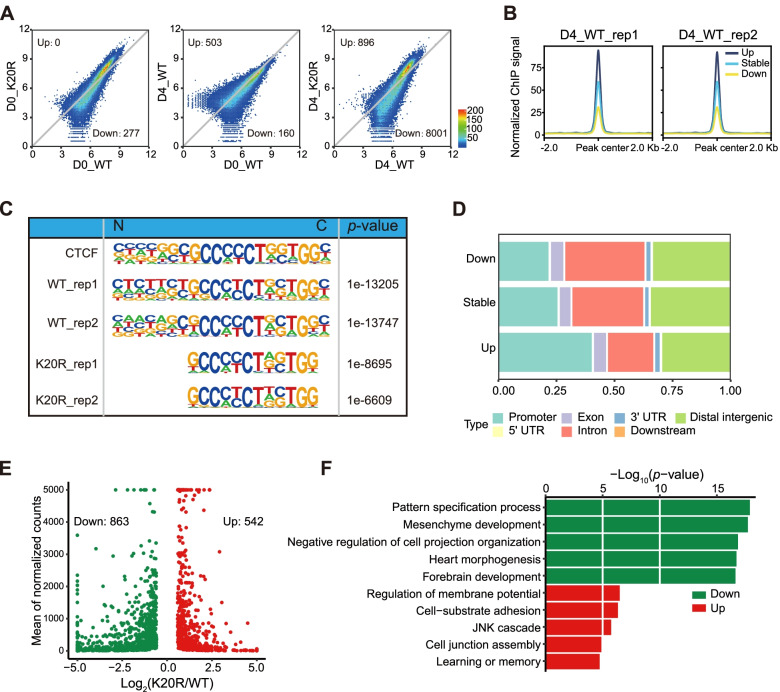
CTCF-K20R reduced CTCF binding in differentiated EBs. (**A**) Differential analysis of CTCF binding in both WT and CTCF-K20R mESCs and differentiated EBs at day 4 after differentiation. Two independent CTCF ChIP-seq experiments were performed for each sample. (**B**) The average binding strength for different types of CTCF sites using CTCF binding sites in WT EBs on day 4. (**C**) Motif analysis of CTCF binding sites in both WT and CTCF-K20R EB samples on day 4. The CTCF motif is derived from Homer. (**D**) Genomic distribution of CTCF binding sites in EB samples on day 4. (**E**) Scatter plot showing the DEGs located near the sites with decreased CTCF binding. (**F**) GO analysis of the DEGs shown in Fig. 4E. Green bars represent the top GO terms for the downregulated genes, and red bars represent the top GO terms for the upregulated genes

The CTCF-K20R mutation led to retardation of early mesoderm determination of mESCs, which might be mainly caused by significantly reduced CTCF binding, as the reduced CTCF binding sites were predominant in the changed CTCF binding sites after CTCF-K20R mutation. Gene annotation of CTCF binding sites indicated that CTCF was mainly located in the promoter, intron, and intergenic regions (Fig. 4D). Genes located near the reduced CTCF binding sites were extracted and analyzed. Our results showed that a large number of genes were abnormally expressed (863 downregulated and 542 upregulated genes) on day 4 after differentiation (Fig. 4E). GO analysis showed that the downregulated genes, rather than the upregulated genes, were significantly involved in the process of heart development (Fig. 4F). These results suggested that decreased CTCF binding somehow regulates the expression of nearby genes and lead to the abnormal differentiation of mESCs.

### Reduction in CTCF binding and chromatin accessibility at the promoters is strongly correlated with decreased gene expression

As CTCF binding has been reported to modulate chromatin accessibility (Song et al. 2022), we performed an assay of transposase-accessible chromatin using high-throughput sequencing (ATAC-seq) experiments in both WT and CTCF-K20R cells, and found that chromatin accessibility was mainly reduced in CTCF-K20R cells on day 4 after differentiation compared with that in WT cells (Fig. 5A). An integrated analysis between CTCF ChIP-seq and ATAC-seq data showed that the significant decrease in CTCF binding to its target sites in CTCF-K20R mutant cells was consistent with the significant downregulation of the ATAC-seq signal (Fig. 5B and 5C), indicating that the downregulation of chromatin accessibility might be caused by the reduced CTCF binding. To test whether the reduced chromatin accessibility caused by the decreased CTCF binding impairs gene expression, we analyzed the expression of genes with decreased CTCF binding sites in their promoters and found that the downregulated genes were indeed more abundant than the upregulated genes (Fig. 5D), suggesting that decreased chromatin accessibility by CTCF binding reduction impaired gene expression. Furthermore, the ATAC-seq signal in the promoters of up-, stable- and downregulated genes, which exhibited decreased CTCF binding in their promoters, was analyzed, and results showed that the promoter regions of downregulated genes in CTCF-K20R mutant cells showed greater chromatin accessibility in WT EBs on day 4 of differentiation, and its downregulation might lead to a significant reduction of gene expression (Fig. 5E). Gene Set Enrichment Analysis (GSEA) indicated that these downregulated genes from panel 5D were significantly enriched in the process of heart development (Fig. 5F), indicating that CTCF bound to the promoters of many heart development-related genes, and CTCF-K20R mutation resulted in the reduction of CTCF binding, then led to reduced chromatin accessibility and further impaired the expression of heart development-related genes. Taken together, these data suggested that CTCF-K20 is required for proper CTCF binding to gene promoters of heart development-related genes, thereby facilitating the maintenance of chromatin accessibility of these genes.

**Fig. 5:**
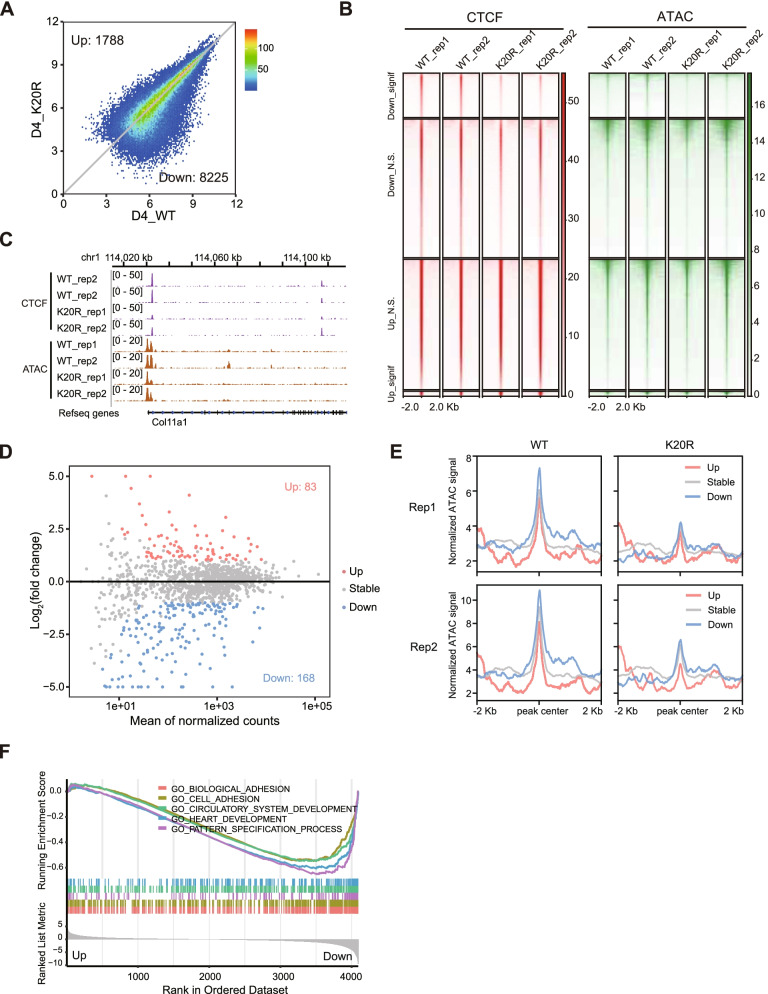
Relationship between reduced CTCF binding and chromatin accessibility. (**A**) Differential analysis of chromatin accessibility in both WT and CTCF-K20R differentiated EBs on day 4. Two independent ATAC-seq experiments were performed for each sample. (**B**) Heatmaps showing the CTCF binding signal and chromatin accessibility in both WT and CTCF-K20R EB samples on day 4 after differentiation. (**C**) Genome browser views of CTCF ChIP-seq and ATAC-seq data for selected loci in both WT and CTCF-K20R samples. (**D**) Scatter plot showing the expression change for genes with reduced CTCF binding in their promoters. (**E**) Comparison of chromatin accessibility at the promoters of genes shown in Fig. 5D in both WT and CTCF-K20R differentiated EBs on day 4. (**F**) GSEA analysis for the genes shown in Fig. 5D, which were ranked by log2 fold change comparing CTCF-K20R to WT differentiated EBs on day 4

### The change in gene expression induced by CTCF-K20R is not caused by a change in TAD boundaries with reduced CTCF sites

CTCF plays an important role in regulating chromatin organization. To understand how downregulated CTCF binding affects the expression of cardiac differentiation-related genes, we performed bridge linker Hi-C experiments (BL-Hi-C) with WT and CTCF-K20R cells on day 4 after differentiation. The curves of contact frequency vs. distance decay showed no significant difference between WT and K20R mutant cells (Fig. S4A). The replicates of Hi-C datasets showed very high reproducibility (Fig. S4B) and were combined for subsequent analysis. The overall compartments exhibited little change in CTCF-K20R mutant cells compared with WT cells on day 4 after differentiation (Fig. S4C). TAD boundary analysis showed that a small number of sites with reduced CTCF binding were located in TAD boundaries (Fig. 6A). We compared the insulation scores at the TAD boundaries between WT cells and CTCF-K20R mutant cells on day 4 after differentiation and found that the insulation scores of most TAD boundaries with sites exhibiting decreased CTCF binding showed no significant change (Fig. 6B). We further chose two TAD boundaries with the altered insulation score for visual inspection and observed that these TAD boundaries contained several sites with decreased CTCF binding (Fig. S4D and S4E). However, the expression of the genes adjacent to these TAD boundaries was not significantly changed. These results revealed that the reduced CTCF binding after K20R mutation had little effect on TAD boundaries and the expression of their nearby genes during EB differentiation.

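The marked intervals of Fig. S4D and S4E hold 10 genes, of which 6 had a mean of at least 10 normalized counts. At the boundary of Fig. S4D, on chromosome 13, 5 genes were tested and 0 were DEGs, while 1, Gm10767, had an unadjusted p under 0.05. Gm10767 fell most (log2 fold change -1.21, standard error 0.456, adjusted p = 0.0859 from limma with Benjamini-Hochberg adjustment). With all 8 libraries as separate samples it was called (adjusted p = 0.00431). Gm10767 (ENSMUSG00000074826, from 66904914 to 66909236) overlaps Uqcrb and Mterf3 on the opposite strand, and the paper's text does not name strand in the counting, so its 30.5 normalized counts in WT EBs and 12.8 ± 3.71 (SD, n = 2) in CTCF-K20R EBs are uncertain. The log2 fold changes of Uqcrb (-0.16), Ptdss1 (-0.16), Mterf3 (-0.03) and Zfp712 (0.35) did not pass the threshold, and the change of Mterf3 was smaller than its standard error of 0.076. At the boundary of Fig. S4E, on chromosome 3, Lor alone could be tested. Lor (ENSMUSG00000043165, from 92080271 to 92083142) had 260.6 normalized counts in WT EBs and 59.3 ± 9.38 (SD, n = 2) in CTCF-K20R EBs, a log2 fold change of -2.13 (standard error 0.402, adjusted p = 0.0102 from the same test), and both CTCF-K20R libraries lay below both WT libraries. Lor was called in each alternative fit except at an adjusted p under 0.01.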

**Fig. 6:**
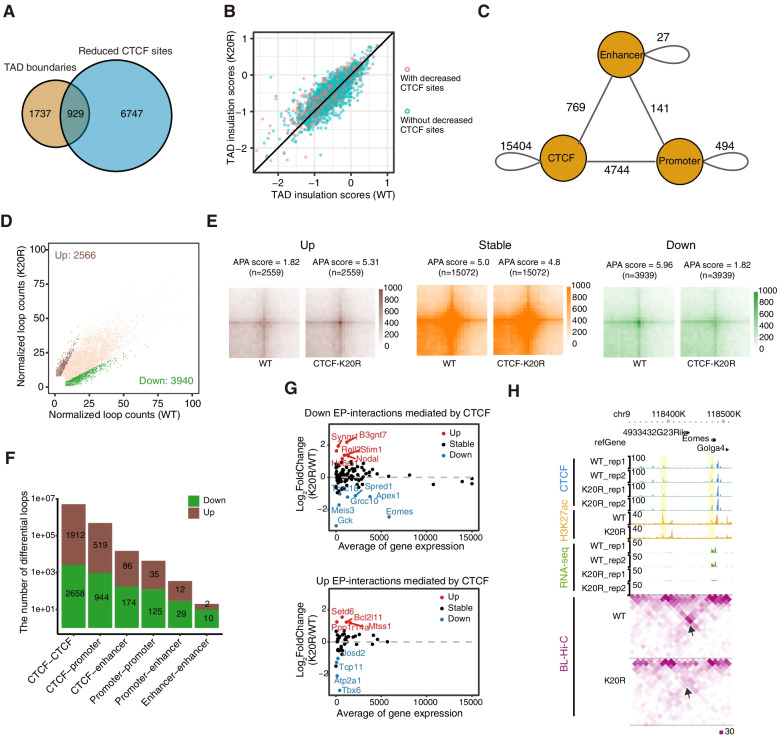
Differential CTCF binding in CTCF-K20R regulates EP interactions and their associated gene expression. (**A**) Venn diagram showing the overlap between the downregulated CTCF sites and TAD boundaries. Two independent BL-Hi-C experiments were performed for each sample. (**B**) Scatter plot showing the insulation scores of the TAD boundaries between the WT and CTCF-K20R mutant in EB samples on day 4 after mESC differentiation. Red points represent TAD boundaries with downregulated CTCF sites. (**C**) Categories of significant chromatin loops extracted from BL-Hi-C data. (**D**) Scatter plot showing the change in chromatin loops. Loops were considered changed if the loops were up- or down-regulated at least twofold. (**E**) Heatmaps showing the APA analysis for up-, stable- and down-regulated chromatin loops, respectively. (**F**) Categories of up- and downregulated chromatin loops. (**G**) Scatter plots showing the expression of genes associated with CTCF-mediated EP interactions. The gene expression level is represented as normalized read counts. (**H**) Representative genomic locus showing CTCF, H3K27ac, RNA-seq and BL-Hi-C data at the *Eomes* gene locus. Chromatin interactions are shown at 10 kb resolution. Yellow tracks represent enhancers and promoters. Black arrows point to the decreased EP interactions

### CTCF regulates the expression of cardiac mesoderm differentiation-associated genes by facilitating enhancer-promoter interactions

CTCF regulates gene expression by mediating the formation of chromatin loops (Zheng and Xie 2019). To explore the relationships among abnormal gene expression, the change in CTCF binding, and its mediated loops, we obtained 21,579 loops and found that most of these loops were CTCF-mediated loops (Fig. 6C). Differential loops consisted of 3940 downregulated and 2566 upregulated loops (Fig. 6D), and were verified with aggregate peak analysis (APA) (Fig. 6E). Classification of the differential loops showed that most were CTCF-mediated loops (Fig. 6F). CTCF could regulate enhancer-promoter interactions (EP interactions) through two different ways either promoting EP interactions by functioning as a structural protein or inhibiting EP interactions by acting as a chromatin insulator (Song et al. 2022). We first isolated EP interactions from the changed CTCF-mediated loops, in which CTCF bound enhancers and promoters, to examine whether CTCF-K20R mutation affects these two different functions of CTCF during the EB differentiation of mESCs. 

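The CTCF-mediated EP interactions were called from BL-Hi-C data that were not used here, so the values below cover the 21 genes that Fig. 6G labels and not the genes it leaves unlabelled. The figure labels them as changed in these libraries, so their calls are not independent evidence. In CTCF-K20R EBs, 20 of the 21 genes were DEGs in the direction of the figure, 10 upregulated and 10 downregulated, and 21 when adjusted over the list alone. Among genes at weakened EP interactions, B3gnt7 (ENSMUSG00000079445) rose from 434.6 to 1965 ± 74.8 normalized counts (SD, n = 2), a log2 fold change of 2.17 (standard error 0.102, adjusted p = 0.000112 from limma with Benjamini-Hochberg adjustment), and Nodal (ENSMUSG00000037171) rose from 766.8 to 1920 ± 30.2 (SD, n = 2), a log2 fold change of 1.32. Among genes at strengthened EP interactions, Tbx6 (ENSMUSG00000030699) had 788.7 normalized counts in WT EBs and 36.4 and 25.6 in the CTCF-K20R EB libraries, a log2 fold change of -4.65 (standard error 0.415, adjusted p = 0.000788). Setd6 and Bcl2l11, which rose by 1.53 and 1.23 on the log2 scale, lie in the stretches of chromosomes 8 and 2 whose genes were higher as a group in CTCF-K20R cells. Tcp11 was not called (log2 fold change -1.25, standard error 0.43, adjusted p = 0.0678), since its CTCF-K20R libraries differed, at 57.0 and 28.4 normalized counts. Tcp11 was called with all 8 libraries as separate samples (adjusted p = 0.00688) and with the replicate number as a block (adjusted p = 0.0447). Atp2a1 and Josd2 were close to the threshold. Atp2a1 (adjusted p = 0.0493) was not called with a pseudocount of 0.1 (adjusted p = 0.078) or with the replicate number as a block (adjusted p = 0.0569). Nor was it called without the genes of the shifted stretches (adjusted p = 0.0515). Josd2 (adjusted p = 0.0393) was not called after quantile normalization (log2 fold change -0.90, adjusted p = 0.0521). Without the expression filter, Atp2a1, Josd2 and Rell2 were not called (adjusted p = 0.101, 0.0796 and 0.0582, all from limma). Tnrc18 was called at a log2 fold change of -1.02 and missed the minimum after quantile normalization, at -0.98. Of the labelled genes of Fig. 6G and Fig. S5B together, 3 of the 12 shown as higher and 2 of the 13 shown as lower had a day 4 mean under 100 normalized counts, and the median in WT EBs was 388 and 580 normalized counts, respectively.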

The analysis of the expression of genes associated with these CTCF-mediated EP interactions indicated that only a small fraction of genes showed significant changes in expression, of which most were expressed at low levels (Fig. 6G). Furthermore, the significantly changed and relatively highly expressed genes *Eomes* and *Apex1* were chosen for visual inspection. 

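Eomes (ENSMUSG00000032446) lies on chromosome 9 of GRCm38 from 118478212 to 118486132, where the annotation also has Gm33460 on the opposite strand. It had 9931 and 9866 normalized counts in the WT EB libraries and 1845 and 1777 in the CTCF-K20R EB libraries. The log2 fold change of Eomes was -2.45 on day 4 (standard error 0.068, adjusted p = 3.01e-05 from limma with Benjamini-Hochberg adjustment) and 0.51 in mESCs on day 0 (adjusted p = 0.0102), and the difference between the days was itself significant (interaction -2.96, adjusted p = 0.000108). Apex1 (ENSMUSG00000035960) lies on chromosome 14 from 50924968 to 50927139 and overlaps Pip4p1 on the opposite strand. It had 5257 and 5193 normalized counts in the WT EB libraries and 2268 and 2310 in the CTCF-K20R EB libraries, a log2 fold change of -1.19 (standard error 0.051, adjusted p = 8.86e-05 from the same test). Unlike Eomes, Apex1 was lower by a similar amount before differentiation, with a log2 fold change of -1.12 on day 0 (adjusted p = 0.000958), and the difference between the days was within its error (interaction -0.07, adjusted p = 0.524). Apex1 lies within a stretch of chromosome 14 from 40.8 to 66.9 Mb in which 176 genes had a median log2 fold change of -0.96 on day 0 and -0.89 on day 4. In that stretch, 98.3% of the genes were lower on day 0 and 90.9% on day 4, while the other 264 genes of the chromosome had a median of 0.01 on day 0.

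**Figure D2:**
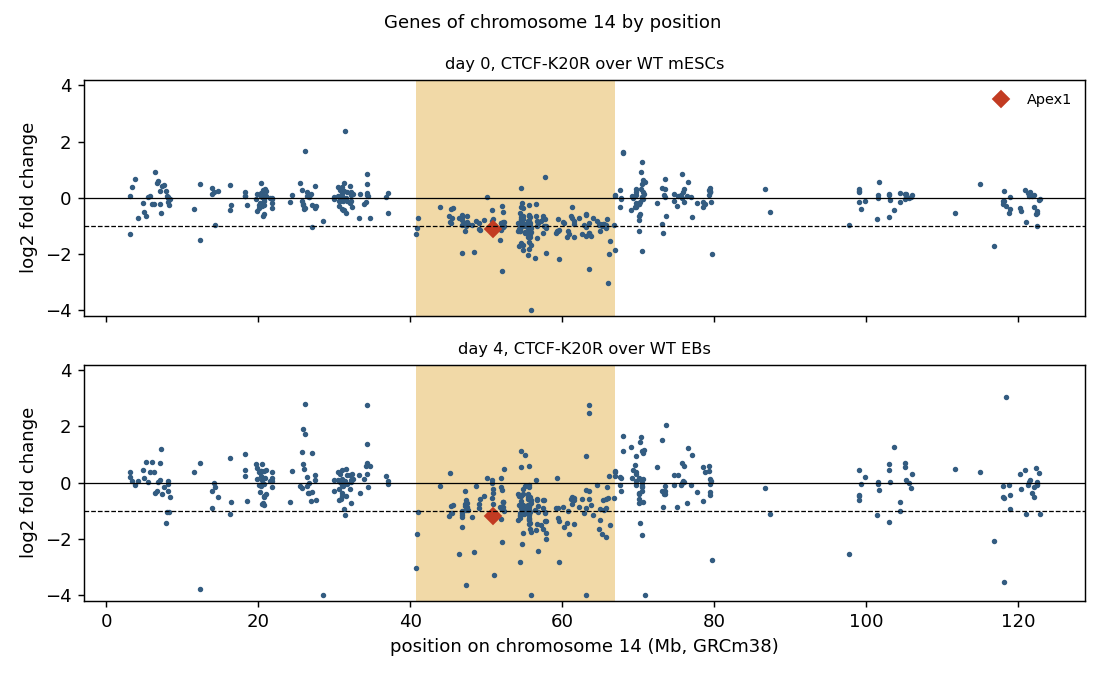
Log2 fold change of CTCF-K20R over WT (vertical axis) by position on chromosome 14 (horizontal axis, Mb of GRCm38) for 440 genes with a mean of at least 50 normalized counts, on day 0 (upper panel) and day 4 (lower panel). The shaded stretch runs from 40.8 to 66.9 Mb, the dashed line marks -1, the diamond marks Apex1, and 4 genes beyond 4 or -4 are drawn at the edge; the genes in the shaded stretch lie around the dashed line on both days.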

The tracks showed that the EP interactions and their expression levels were indeed significantly reduced, consistent with the decrease in CTCF binding (Fig. 6H and Fig. S5A). We further analyzed the altered EP interactions and found that the expression of most of the genes associated with the changes in EP interactions was unchanged (Fig. S5B). Moreover, we inspected the expression of the altered genes with changes in EP interactions and found that the change in EP interactions for these genes was not caused by the CTCF insulator function (Fig. S5C). Therefore, CTCF mainly regulates the expression of genes involved in heart development by directly binding to their promoters and enhancers. 

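The altered EP interactions come from BL-Hi-C data that were not used here, and only the 4 genes that Fig. S5B labels were examined. Zfhx3 (ENSMUSG00000038872, chromosome 8 from 107942644 to 108961630) had 209.6 normalized counts in WT EBs and 1178 ± 212 (SD, n = 2) in CTCF-K20R EBs, a log2 fold change of 2.47 (standard error 0.164, adjusted p = 0.000292 from limma with Benjamini-Hochberg adjustment). It was higher in CTCF-K20R mESCs on day 0 as well (log2 fold change 1.97), and it lies in the chromosome 8 stretch that holds Ctcf. Igsf9b rose by 1.17 on the log2 scale (standard error 0.256, adjusted p = 0.0165). Ccdc28b (ENSMUSG00000028795), which overlaps Tmem234 on the opposite strand, was lower without passing the threshold (log2 fold change -1.14, standard error 0.41, adjusted p = 0.0771), since its CTCF-K20R libraries had 147.4 and 83.1 normalized counts against 244.5 in WT EBs. With all 8 libraries as separate samples, Ccdc28b was called (adjusted p = 0.00942), as it was with the replicate number as a block (adjusted p = 0.0155). The remaining gene, Aplnr, was downregulated.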

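Aplnr (ENSMUSG00000044338), on chromosome 2 of GRCm38 from 85136225 to 85139923, had the largest fall among the genes labelled in Fig. 6G and Fig. S5B. Its normalized counts were 7254 and 7208 in the WT EB libraries and 11.4 and 8.8 in the CTCF-K20R EB libraries, a log2 fold change of -9.36 (standard error 0.49, adjusted p = 0.000152 from limma with Benjamini-Hochberg adjustment). Aplnr was listed at 0 in all 4 mESC libraries, and no fold between the genotypes can be given there.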

Taken together, these data suggest that lysine 20 of CTCF might be essential for the early cardiac mesoderm differentiation of mESCs.

## Discussion

CTCF regulates gene activation or repression, chromatin insulation, and distant chromatin interaction by binding to a wide range of sequences via 11 zinc fingers (Ong and Corces 2014). Moreover, CTCF modifications, such as phosphorylation, SUMOylation, and poly(ADP)ribosylation, promote CTCF participation in various biological processes (Docquier et al. 2009, Klenova et al. 2001, MacPherson et al. 2009, Yu et al. 2004). Nevertheless, CTCF acetylation and its related biological functions remain unclear. In the present study, we added another layer of CTCF modification by showing that CTCF is acetylated at lysine 20 by CBP and deacetylated by HDAC6; however, other sites in CTCF may also be acetylated.

Our data indicated that CTCF-K20R mutation regulates the early cardiac differentiation of mESCs, which was similar to the data obtained upon *Ctcf* loss of function. And in vivo* Ctcf* knockout in cardiac progenitor cells during development causes immature mitochondrial development and severe cardiac defects (Gomez-Velazquez et al. 2017). CTCF-K20R mutant selectively reduced CTCF occupancy at a subset of CTCF binding sites, and some of these loci were located at promoters of the genes. The reduced CTCF binding resulted in decreased chromatin accessibility, weakened EP interactions, and caused abnormal expression of genes associated with cardiac development, indicating that CTCF had a direct role in regulating the expression of myocardial differentiation-related genes.

Most biological functions of CTCF are associated with its ability to bind DNA via its 11 zinc fingers; however, the biological functions of the N-terminal domains of CTCF remain poorly understood. The N-terminus of CTCF has an unstructured organization in vitro except in *Drosophila melanogaster*, and in most species, the N-terminal domains of CTCF form dimers, as determined through yeast two-hybrid and coimmunoprecipitation assays (Bonchuk et al. 2020). Furthermore, the N-terminus of CTCF has been shown to interact with cohesin subunit SA2 and mediate chromatin looping (Li et al. 2020, Pugacheva et al. 2020), suggesting that the N-terminal domain of CTCF plays an essential role in genome organization. Indeed, although the CTCF short isoform (CTCF-s), which lacks the N-terminus and 2.5 zinc fingers, competes with canonical CTCF for genomic DNA binding and disrupts the CTCF/cohesin-mediated long-range chromatin loops (Li et al. 2019), CTCF-s could not mediate long-range DNA–DNA interactions and might not regulate cohesin-mediated loop extrusion.

Protein acetylation may mediate the protein interaction, and the CTCF-K20R mutation reduced the interaction between CTCF and CBP, suggesting that lysine 20 acetylation of CTCF might regulate dimer formation and subsequently modulate the organization of CTCF-mediated long-distance interactions. Lysine 20 is present in the N-terminus of CTCF, and additional experiments are needed to determine whether lysine 20 acetylation in CTCF regulates cohesin-mediated loop extrusion.

## Conclusions

In summary, we found that CTCF could be acetylated at K20 by CBP and deacetylated by HDAC6. CTCF-K20R mutation had no effect on mESC self-renewal but hindered cardiac mesoderm differentiation. Mechanism studies revealed that CTCF-K20R mutation resulted in the decrease of a subset of CTCF binding sites during differentiation, further leading to the down-regulation of chromatin accessibility and EP interactions, which both might be harmful to the activation of genes related to cardiac mesoderm differentiation.

## Methods

### Cell culture and differentiation

HEK293T and HeLa cells were cultured in Dulbecco's modified Eagle medium (DMEM) supplemented with 10% FBS and 1% penicillin and streptomycin. The mESC line E14Tg2A was cultured on mitomycin C-inactivated mouse embryo fibroblasts in DMEM containing 15% fetal bovine serum (FBS; Gibco), 1 mM sodium pyruvate (Gibco), 1 mM nonessential amino acids (Gibco), 1 mM GlutaMAX (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 1000 U/mL leukemia inhibitory factor, and 2i inhibitors (3 μM CHIR99021 and 1 μM PD0325901). All mammalian cell lines were grown in a 37 °C incubator with 5% CO_2_. For ESC differentiation, ESCs were differentiated into EBs using the hanging-drop method (with 1,000 cells/drop) in DMEM supplemented with 15% serum without LIF.

### Plasmid construction

shRNA oligos were designed and cloned into the pLKO.1 plasmid. The sequences of shRNA oligos are listed in Supplementary Table 1. The *CTCF* or *CTCF-K20R* cDNAs were cloned into pSin-FLAG and pGEX4T-2 vectors, and the sequences of their primers are listed in Supplementary Table 2.

### Lentivirus-mediated shRNA knockdown

The recombinant constructs (pLKO.1 empty, pLKO.1-*CTCF*, pLKO.1-*HDAC6,* and pLKO.1-*MOF*) were transfected into HEK293T cells together with lentiviral helper plasmids (pMD2.G and psPAX.2). Viral supernatants were collected after 48 h, filtered through a 0.45 μm filter and then mixed with 8 μg/mL polybrene to infect the target cells. Stable cell lines were selected with 2 μg/mL puromycin 2 days after infection.

### Generation of CTCF-K20R mESCs

A point mutation in CTCF in which lysine 20 was replaced with arginine (K20R) was generated in mouse ESCs using the CRISPR/Cas9 system. The sgRNA target sequences were designed using crispr.mit.edu and inserted into the pX330 plasmid. Then, pX330, along with the linearized donor vector, were electroporated into mESCs for gene editing. The correctly targeted colonies were chosen through drug selection, genomic DNA sequencing, and Western blotting. The oligos used for generating mESCs expressing the CTCF-K20R point mutation are shown in Supplementary Table 3.

### Antibodies

The following antibodies were used in this study: rabbit anti-CTCF (active motif, 61,311), mouse anti-Flag (Sigma, F1804), rabbit anti-acetylated lysine (Cell Signaling Technology, 9441S), mouse anti-β-ACTIN (Abcam, ab8226), rabbit anti-HDAC6 (Proteintech, 12,834–1-AP), rabbit anti-CBP (Cell Signaling Technology, 7389S), mouse anti-MOF (Boster, A02757), rabbit anti-H3K27ac (Active Motif, 39,133), anti-OCT4 (Santa Cruz Biotechnology, sc-5279), anti-SOX2 (Abcam, ab79351), mouse anti-cTnT (Thermo, MA5-12,960), rabbit IgG (Santa Cruz Biotechnology, sc-2027), and anti-6 × HIS (Abcam, ab18184).

### Immunoprecipitation and Western blotting

Cells were harvested and lysed in cell lysis buffer (50 mM Tris–HCl (pH 7.6), 1% Triton X-100, 1 mM EDTA, 10% glycerol, 1 mM DTT, 1 mM PMSF, and protease inhibitor cocktail). Proteins were resolved on an SDS–PAGE gel and then transferred to a PVDF membrane. Then, the membrane was washed with TBS-T buffer, and immunoblotting was performed with the indicated antibodies.

For immunoprecipitation, cells were lysed in lysis buffer (20 mM Tris–HCl (pH 7.5), 1% Triton X-100, 150 mM NaCl, and 10% glycerol) supplemented with a complete protease inhibitor cocktail. Then, immunoprecipitation was performed using the indicated antibodies. Generally, 2 μg of antibody was added to Protein A/G beads and incubated at 4 °C for 6 h before the supernatant was discarded. After adding the protein extract, the incubation was continued for 12 h, and then immune complexes were washed four times with lysis buffer, resolved on SDS–PAGE gels, and analyzed using immunoblotting. Western blot results were quantified with ImageJ software.

### Dot blot

CTCF-K20 acetylated and unmodified polypeptides were synthesized by Guangzhou IGE Biotechnology. Equal amounts of polypeptides containing K20 acetylated polypeptide and unmodified polypeptide were incubated with an equal amount of diluted anti-CTCF-K20Ac antibody at 37 °C. The immunoblot analysis was performed with anti-CTCF-K20Ac antibodies.

### Quantitative RT–PCR analysis

Total RNA was isolated from samples with TRIzol reagent (Invitrogen). One milligram of total RNA was then reverse transcribed with a reverse transcription system (Promega). The cDNAs of interest were then quantified using real-time qPCR. The primers used in the RT–qPCR assays are listed in Supplementary Table 4. All experiments were repeated three times.

### RNA sequencing and bioinformatics analysis

Total RNA was extracted as described above. RNA sequencing libraries were constructed using the VAHTS mRNA-seq V3 Library Prep Kit (Vazyme Biotech, NR611). Two rounds of mRNA purification were performed to guarantee the removal of rRNA. Briefly, 50 μL of mRNA capture beads were incubated with 1.5 μg of total RNA at 65 °C for 5 min and then at 25 °C for 5 min. The supernatant was discarded, and 200 μL of bead wash buffer were added to clean the beads. Fifty microliters of Tris buffer were added to resuspend the beads, and the sample was incubated at 80 °C for 5 min to release mRNA. Then, 50 μL of bead binding buffer were added to facilitate the binding of mRNA to the beads. Furthermore, ribosome-depleted mRNAs were fragmented at 85 °C for 6 min, and cDNAs were synthesized. The cDNAs were purified with AMPure XP beads (Beckman Coulter, A63882), followed by end repair, adaptor ligation, size selection of the library, and library amplification. The libraries from two biological replicates were purified using AMPure XP beads and then sequenced with an illumina NovaSeq instrument (Annoroad Gene Technology Co., Ltd.).

Adaptors were trimmed from raw reads using Trim_Galore (v0.4.4) and then quasi-mapped and quantified to the mouse mm10 genome with salmon (v0.9.1) (Patro et al. 2017). Transcript-level counts were collapsed to gene-level counts using tximport (v1.20.0) (Soneson et al. 2015) and analyzed with DESeq2 (v1.10.1) (Love et al. 2014). Genes with a fold change greater than 2 and a q-value less than 0.05 were considered differentially expressed genes (DEGs). The DEGs are listed in Supplementary Table 5. GO analysis and GSEA were conducted with clusterProfiler (v4.0.0) (Yu et al. 2012).

### GST pull-down assay

BL21 *E. coli* were treated with 0.1 mM IPTG at 37 °C to induce protein expression, harvested, and resuspended in PBS containing 0.5% Triton X-100, 2 mM EDTA, and 1 mM PMSF, followed by sonication. The protein was then purified using GST antibody-conjugated beads. Beads were subsequently added to HEK293T cell lysate transfected with the HDAC6-Flag construct and mixed at 4 °C overnight. Next, beads were harvested through centrifugation and washed four times with 0.3% Nonidet P40 buffer before boiling with 1 × SDS–PAGE loading buffer and subjected to Western blotting.

### Cellular immunofluorescence staining

Cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 containing 10% FBS (Invitrogen)/1% BSA in PBS at room temperature for 15 min. Samples were then incubated with primary antibodies at 4 °C overnight. The antibody used for cellular immunofluorescence staining was raised against cTnT. The cells were then washed four times, and 0.1 μg/mL DAPI (Sigma) was included in the final wash to stain nuclei. Images were captured with an inverted microscope (DMI4000, Leica Microsystems).

### Flow cytometry

mESCs were dissociated with trypsin, and cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 containing 10% FBS (Invitrogen)/1% BSA in PBS at room temperature for 15 min. Samples were then incubated with primary antibodies at 37 °C for 30 min. Cells were washed twice and incubated with a secondary antibody in a cassette at room temperature for 30 min. The cTnT antibody was used in this experiment. The analysis was performed using FlowJo software.

### Chromatin immunoprecipitation and sequencing

ChIP experiments were performed as previously described (Li et al. 2019). Briefly, 1 × 10^7^ cells were crosslinked with 1% formaldehyde at room temperature for 10 min. Then, the crosslinking reaction was stopped by adding glycine (final concentration, 0.125 M). The cells were sonicated in SDS lysis buffer containing a 1 × protease inhibitor cocktail and 1 mM PMSF to achieve a chromatin size of 100–300 bp. The sonicated chromatin was incubated with the indicated antibodies coupled with Dynabeads conjugated to Protein A and G (1:1 mixed) at 4 °C overnight with rotation. Immune complexes were washed with the following buffers: low-salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl (pH 8.0), and 150 mM NaCl), high-salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl (pH 8.0), and 500 mM NaCl), LiCl wash buffer (0.25 M LiCl, 1% IGEPAL CA-630, 1% deoxycholic acid (sodium salt), 1 mM EDTA, and 10 mM Tris–HCl (pH 8.0)) and TE buffer (10 mM Tris–HCl (pH 8.0) and 1 mM EDTA). After reversing the crosslinks, the ChIPed DNA samples were purified, and libraries were constructed according to the Illumina ChIP-seq library generation protocol.

### ATAC sequencing

ATAC-seq experiments were performed as previously described (Buenrostro et al. 2015). Briefly, 50,000 cells were harvested and washed once with 50 μL of cold PBS. Then, the cells were resuspended in 50 μL of lysis buffer (10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, and 0.2% (v/v) IGEPAL CA-630). Then, the suspension of nuclei was centrifuged at 500 × g at 4 °C for 10 min. The pellet was resuspended in 50 μL of transposition reaction mix (10 μL of TD buffer, 5 μL of Tn5 transposase, and 35 μL of nuclease-free H_2_O) and incubated at 37 °C for 30 min. Finally, DNA was extracted using a MinElute PCR Purification Kit (QIAGEN). ATAC-seq libraries were constructed and purified with AMPure XP beads (Beckman Coulter). The libraries were denatured and diluted and then sequenced with the HiSeq X-Ten platform (Annoroad Gene Technology Co., Ltd).

### ATAC-seq and ChIP-seq data analysis

All ATAC-seq and CTCF ChIP-seq experiments were performed using two biological replicates. Raw reads were trimmed with Trim_Galore and aligned to the mouse mm10 genome using bowtie2 (v2.2.5) (Langmead and Salzberg 2012) with the parameter “–very-sensitive –end-to-end –no-unal”. Reads with a mapping quality lower than 30 were discarded. Duplicate reads were removed with sambamba (v0.6.7). Reads overlapping with mouse mm10 blacklist regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists) were excluded. For the CTCF ChIP-seq experiment, 10 million reads were randomly subsampled. Peaks were called using MACS2 (v2.1.0) (Zhang et al. 2008) with default parameters for CTCF ChIP-seq and ATAC-seq experiments. Broad peaks were called for histone H3K27ac ChIP-seq using MACS2 with the parameter “–broad”. CTCF peak summits were submitted to the Homer findMotifsGenome.pl tool (Heinz et al. 2010) for the motif analysis with the parameters “-len 8,10,12,20”. bamCoverage from deepTools (v2.2.4) (Ramirez et al. 2016) was used to generate a normalized bigwig file with the parameter “-of bigwig -bs 1 –normalizeUsing RPGC”. Histone H3K27ac bigwig files were normalized such that the total enrichment of all H3K27ac peaks was similar. Regions that were enriched with H3K27ac and overlapped with chromatin-accessible peaks but were not transcription start sites (TSSs) or transcription termination sites (TTSs) were identified as enhancers. Heatmaps were drawn with deepTools (v2.2.4). Differential sites were identified using DiffBind (v3.2.4) (Ross-Innes et al. 2012) with default parameters, and peaks with *q* values less than 0.05 and log_2_(fold change) values greater than 1 were considered differential binding sites. The analysis of differential CTCF binding in day 4 differentiated cells is provided in Supplementary Table 6.

### BL-Hi-C experiments

The BL-Hi-C libraries were constructed as previously described (Liang et al. 2017). Briefly, the cells were treated with 1% formaldehyde at room temperature for 10 min, and the crosslinking reaction was quenched by adding 2.5 M glycine to a final concentration of 0.2 M. Then, the cells were resuspended with BL-Hi-C lysis buffer 1 and incubated on ice for 15 min. After centrifugation, the cell pellet was resuspended in BL-Hi-C lysis buffer 2 and rotated at 4 °C for 15 min. The cell pellet was washed once with BL-Hi-C lysis buffer 1, resuspended with 0.5% SDS and incubated at 62 °C. At the end of the incubation, SDS was quenched by adding 10% Triton X-100 and ddH_2_O, and the sample was incubated at 37 °C for 10 min. Afterward, the genomic DNA was digested with HaeIII (NEB) at 37 °C for 2 h to generate blunt-end fragments. Chromatin was cleaved by adding HaeIII (NEB) and incubating the sample at 37 °C. Cleaved chromatin was A-tailed by adding a 10 mM dATP solution (Thermo) and Klenow Fragment (NEB) with rotation at 37 °C for 40 min. Then, chromatin was treated with adenine and ligated with biotinylated bridge linker S2 (annealed by /5Phos/CGCGATATC/iBIOdT/TATCTGACT and /5Phos/GTCAGATAAGATATCGCGT) at 16 °C for 4 h. The unligated DNA fragments were digested with DNA exonuclease (NEB) at 37 °C for 1 h. After centrifugation at 3500 g at 4 °C for 5 min and removal of the supernatant, the pellet was resuspended in ddH_2_O with lambda exonuclease buffer, lambda exonuclease, and exonuclease I and rocked at 900 rpm at 37 °C for 1 h in a ThermoMixer C. Next, the samples were treated with SDS and proteinase K at 55 °C overnight to digest the proteins, and the DNA was purified using phenol:chloroform:isoamyl alcohol (25:24:1) extraction followed by ethanol precipitation. Then, the DNA was fragmented into 300 bp fragments on average by sonication, and the biotin-labeled DNA fragments were pulled down with Dynabeads M-280 conjugated to streptavidin. The beads were washed twice with 2 × B&W buffer (10 mM Tris–HCl (pH 7.5), 1 mM EDTA, and 2 M NaCl) and blocked with 1 × I-Block buffer (2% I-block protein-based blocking reagent and 0.5% SDS) at room temperature for 45 min. Next, the beads were washed twice with 1 × B&W buffer and treated with 1 mg of preheated salmon sperm DNA with rotation at room temperature for 30 min. After washing with 1 × B&W buffer, the beads were resuspended with 2 × B&W buffer, combined with sonicated DNA and rotated at room temperature for 45 min. The beads were washed five times with 2 × SSC containing 0.5% SDS, twice with 1 × B&W buffer and once with Buffer EB (QIAGEN). DNA bound to beads was end-repaired using T4 DNA polymerase (NEB), T4 polynucleotide kinase (NEB) and large (Klenow) fragment (NEB) with shaking at 900 rpm at 37 °C for 30 min. After two washes with 1 × TWB (5 mM Tris–HCl (pH 7.5), 0.5 mM EDTA, 1 M NaCl, and 0.05% Tween 20) at 55 °C for 2 min, DNA on beads was A-tailed using Klenow fragment (3’/5’ exo-) (NEB) with shaking at 900 rpm at 37 °C for 30 min. Beads were washed twice with 1 × TWB at 55 °C for 2 min and once with 1 × Quick ligation buffer (NEB). DNA on beads was ligated with an adaptor using Quick ligase (NEB) and 20 mM Y-Adaptor (Annealed by /5Phos/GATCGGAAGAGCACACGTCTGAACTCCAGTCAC and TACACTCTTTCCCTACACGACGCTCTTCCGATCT) at room temperature for 45 min. Beads were washed twice with 1 × TWB at 55 °C for 2 min and once with EB buffer (QIAGEN).

The libraries were constructed using Q5 Hot Star DNA Polymerase (NEB) for PCR amplification. PCR products with sizes ranging from 300–700 bp were purified using Ampure XP beads (Beckman Coulter) and subjected to sequencing with the Illumina NovaSeq platform (Annoroad Gene Technology Co., Ltd.).

### BL-Hi-C analysis

All BL-Hi-C experiments were performed using two biological replicates. Raw reads were first submitted to Trim_Galore to remove adaptors, and then linkers were trimmed with the parameters “-m 1 -k 2 -e 1 -l 15 -A ACGCGATATCTTATC -B AGTCAGATAAGATAT” using ChIA-PET2 (v0.9.3) (Li et al. 2017). The trimmed reads were handled using HiC-Pro (v2.11.1) (Servant et al. 2015). Quality control information was collected and is listed in Supplementary Table 7. The distance decay analysis was performed using hicPlotDistVsCounts from the hicexplorer suite (v3.6) at a 100 kb resolution (Wolff et al. 2020). The reproducibility of Hi-C data was assessed using HiCRep (v0.2.6) for all chromosomes except chrY and chrM at 50 kb resolution (Yang et al. 2017), and the average correlation score for all chromosomes was used. Hi-C data were normalized using HiCcompare (v1.14.0) (Stansfield et al. 2018). The normalized matrix was transformed to Hi-C format using juicer tools (v1.13) (Durand et al. 2016) and visualized in WashU Epigenome Browser (Li et al. 2019). Compartments were analyzed using juicer tools with default parameters at 100 kb resolution, and the insulation score and TAD boundaries were identified by FAN-C (v0.9.20) at 100 kb resolution with parameter “-w 400 kb” (Kruse et al. 2020). Significant loops were identified as previously described (Song et al. 2022) and are listed in Supplementary Table 8.

### Quantification and statistical analysis

Two-tailed Student’s *t* tests were used for all comparisons, including the RT–qPCR analysis. All values included in the figures are presented as the means ± s.d. Error bars represent ± s.d. for triplicate experiments. The statistical significance is indicated with asterisks (*). A two-sided *P* value of < 0.05 was considered to be statistically significant (*P < 0.05, **P < 0.01, and ***P < 0.001).

## Supplementary Information

**Additional file 1.** Supplementary tables

**Additional file 2.** Supplementary movie 1

**Additional file 3.** Supplementary movie 2

**Additional file 4.** Supplementary figures

## Data Availability

The RNA-seq, ATAC-seq, ChIP-seq, and BL-Hi-C data described in this paper are deposited in GEO under accession number GSE181705 and GSA under accession number CRA004748.

## Abbreviations

CTCF: CCCTC-binding factor
CTCF-K20: Lysine 20 of CTCF
mESCs: Mouse embryonic stem cells
TADs: Topologically associated domains
CKII: Casein kinase II
CBP: CREB-binding protein
ChIP-seq: Chromatin immunoprecipitation sequencing
EP interactions: Enhancer-promoter interactions
TSA: Trichostatin A
co-IP: Co-immunoprecipitation
NAM: Nicotinamide
shRNA: Short hairpin RNA
TBSA: Tubastatin A
CRISPR: Clustered regularly interspaced short palindromic repeats
EBs: Embryoid bodies
WT: Wild-type
GO: Gene Ontology
GSEA: Gene set enrichment analysis
APA: Aggregate peak analysis

# Supplementary material for: CTCF acetylation at lysine 20 is required for the early cardiac mesoderm differentiation of embryonic stem cells
**Source:** Cell Regen. 2022 Sep 19;11:34. doi: 10.1186/s13619-022-00131-w

**Fig. 1**

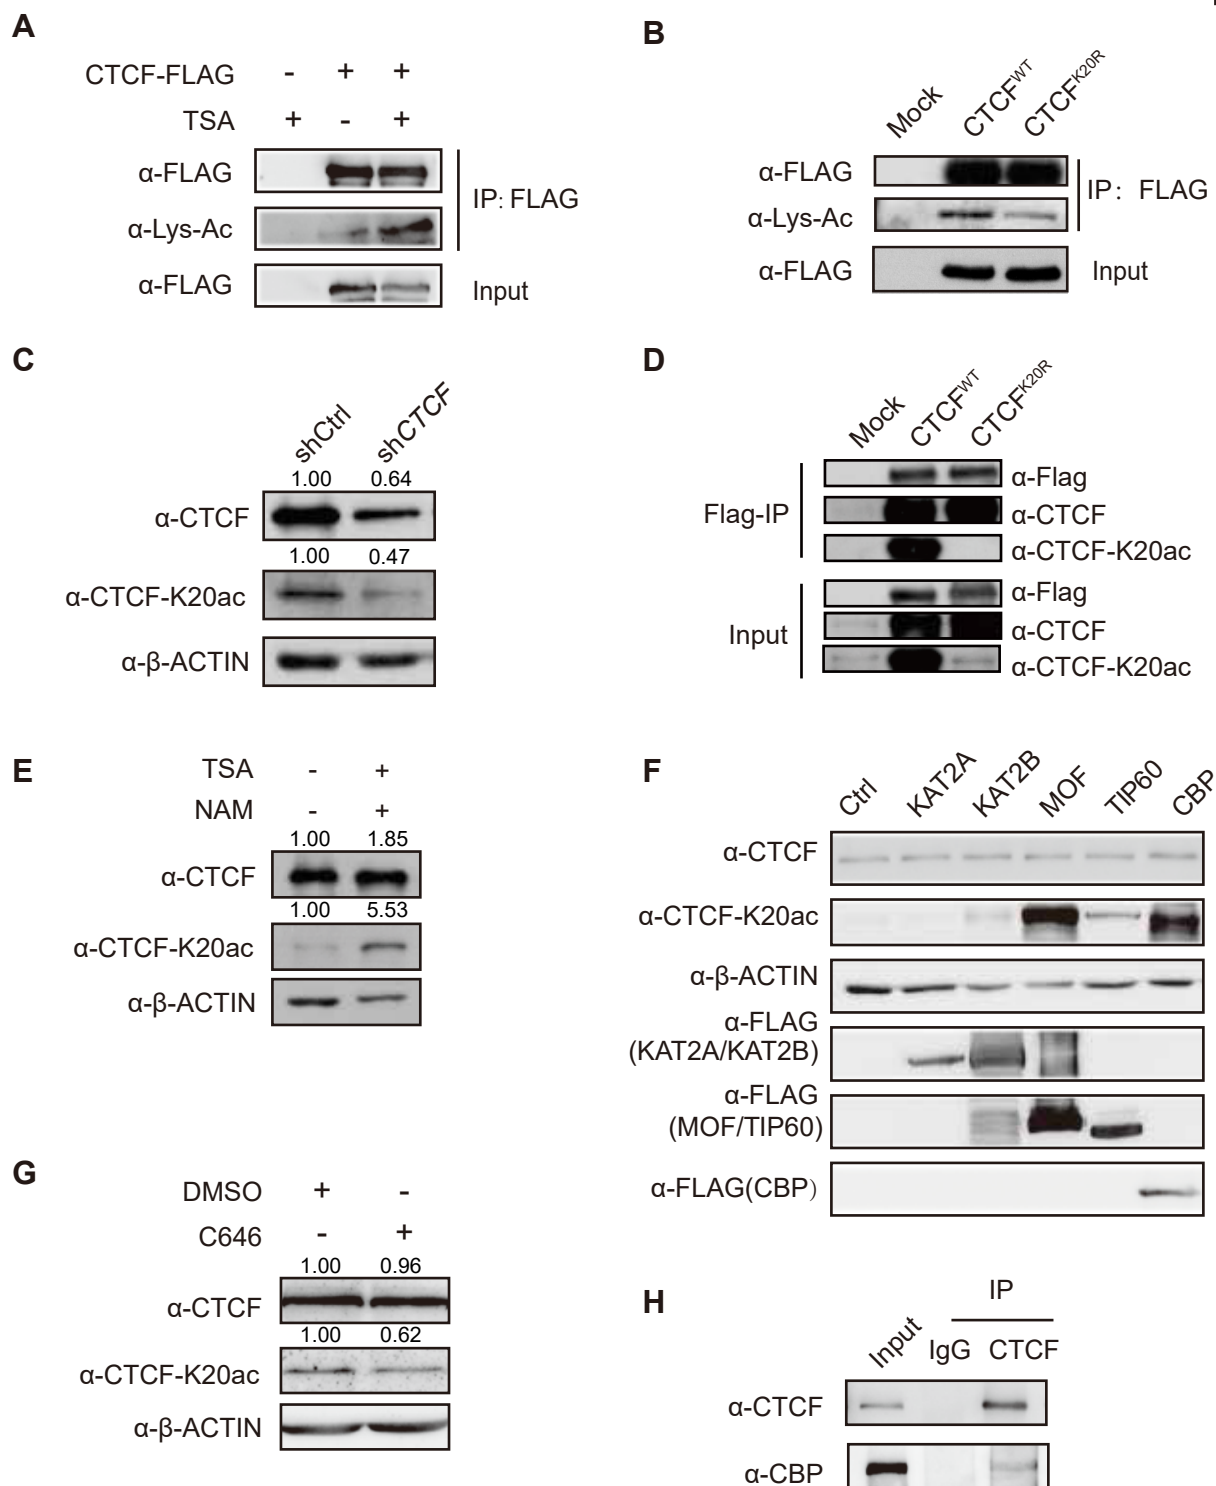

**Fig. 2**

**A**

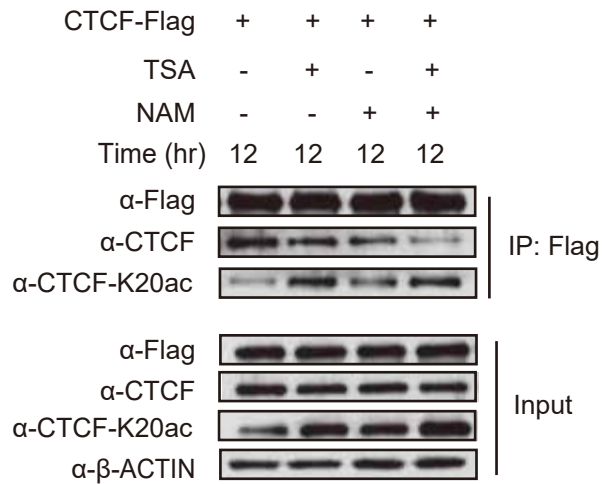

**B**

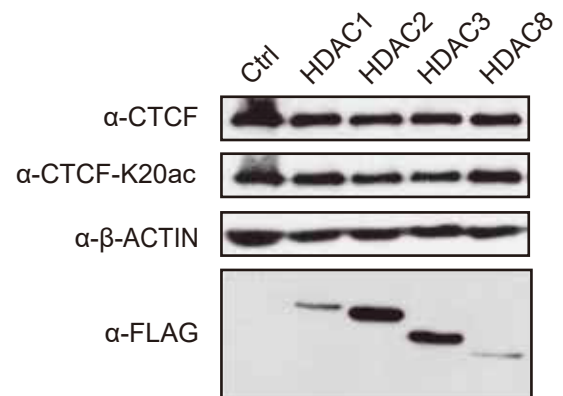

**C**

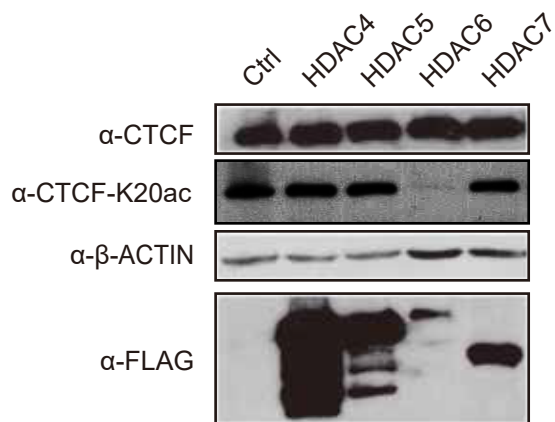

**D**

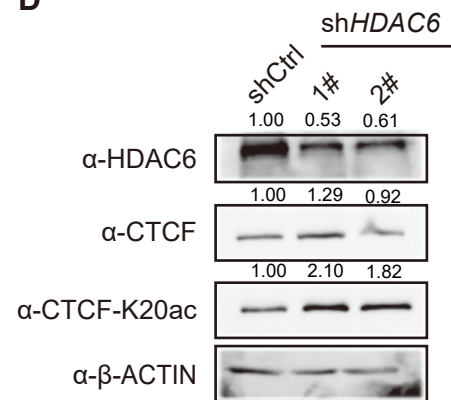

**E**

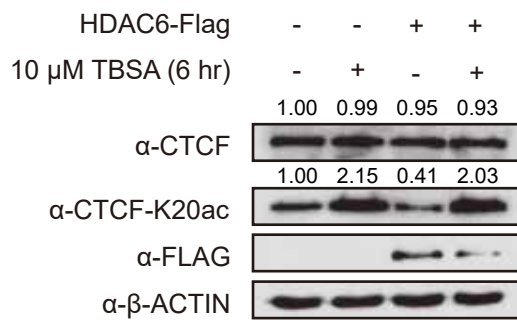

# Fig. 3

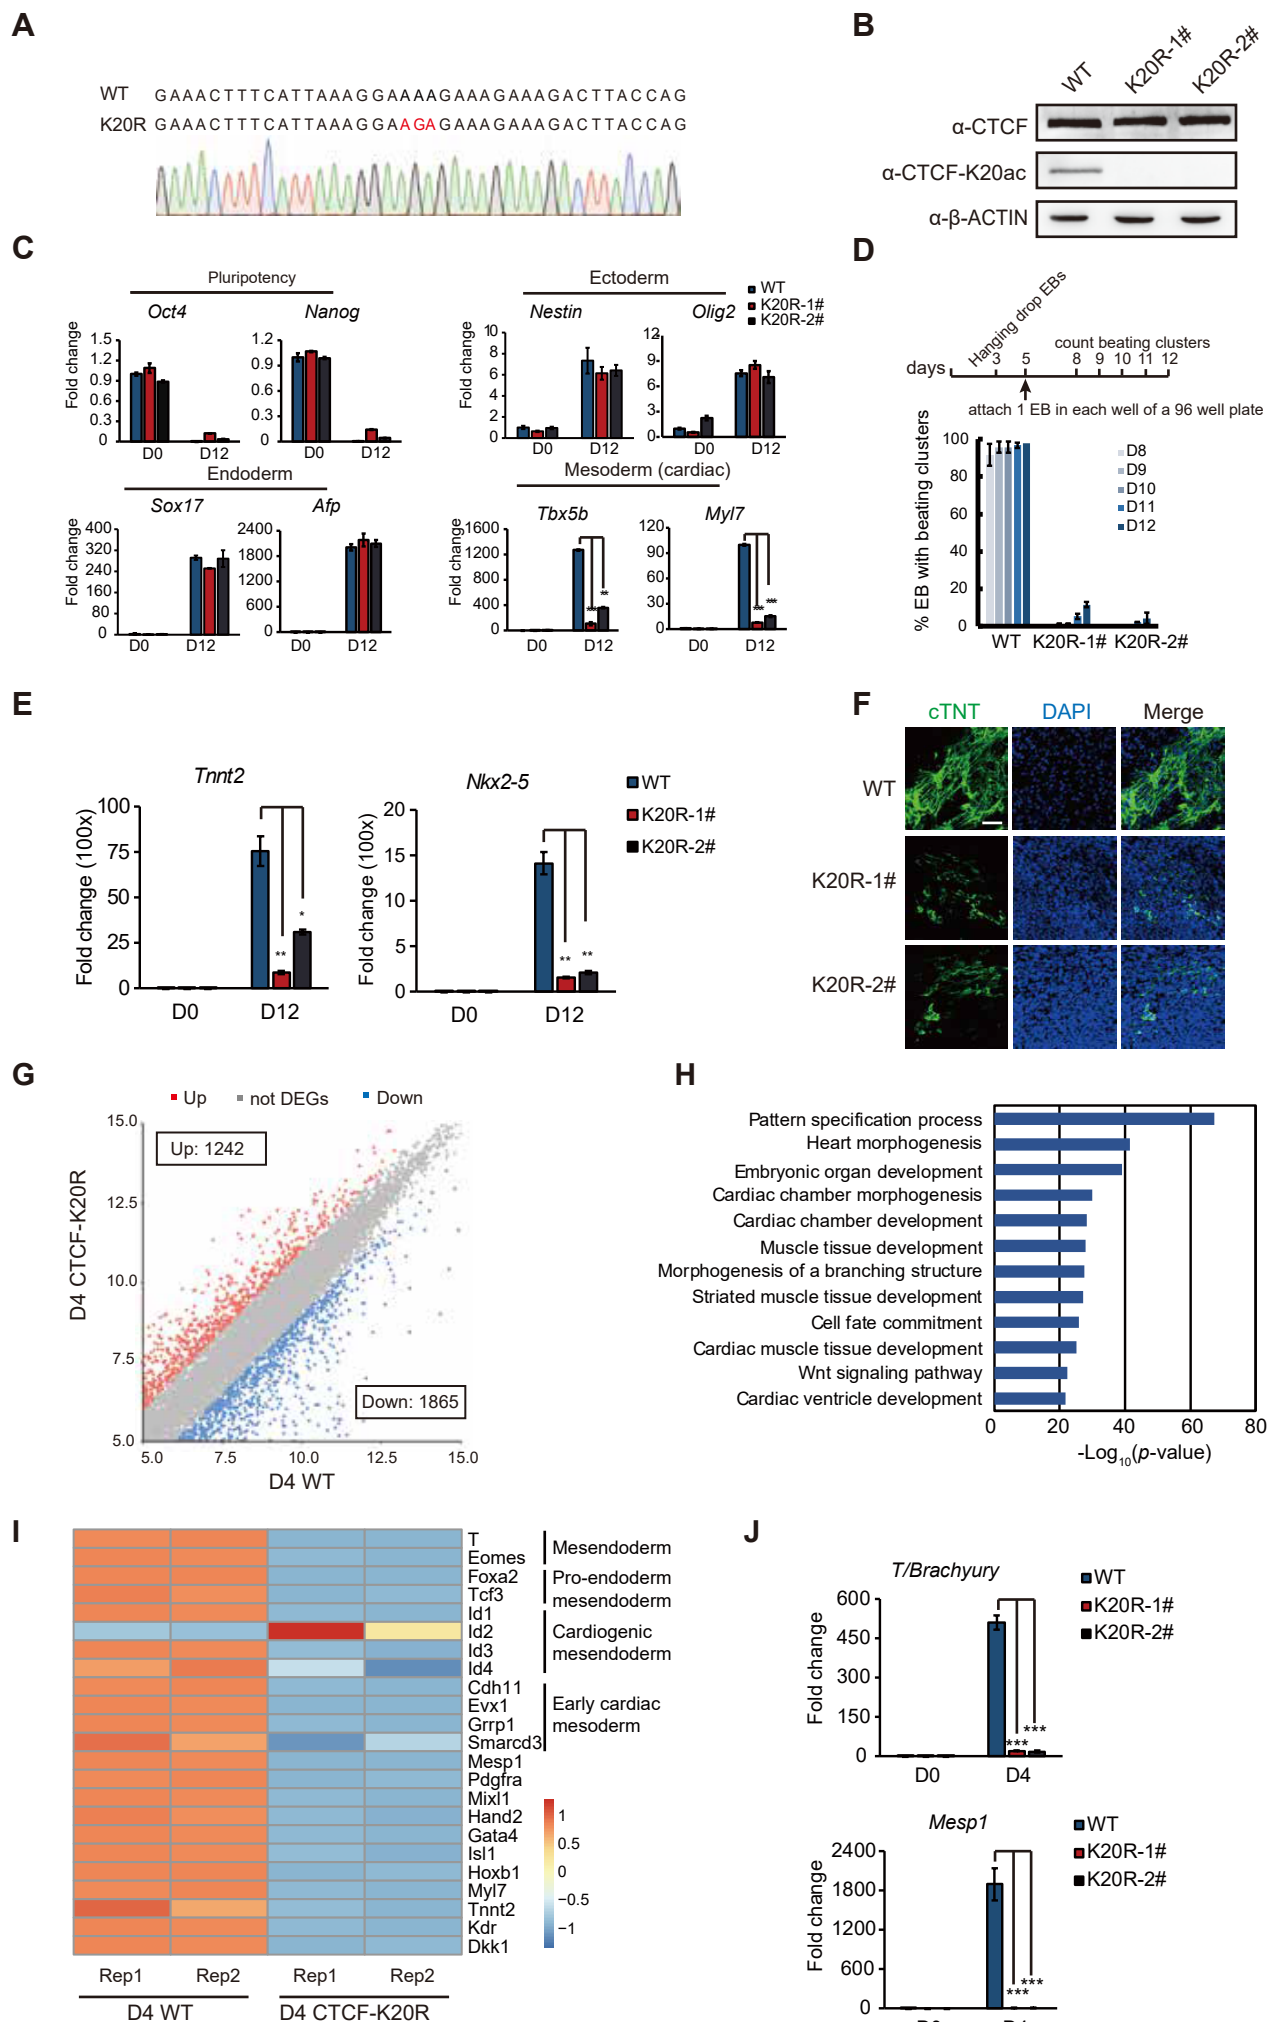

Fig. 4

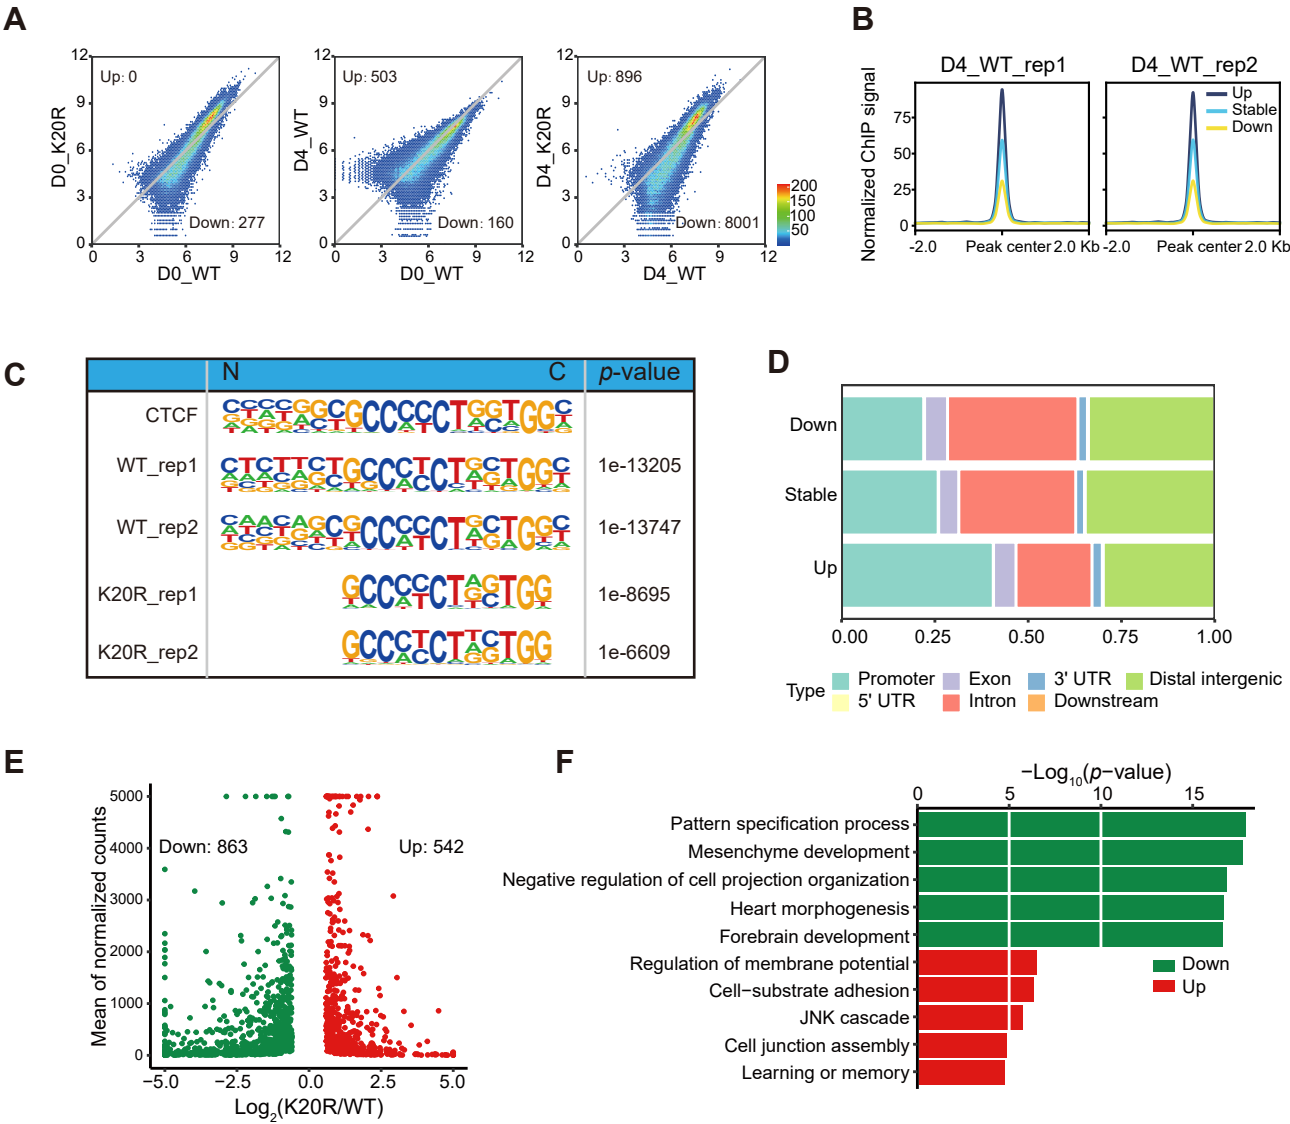

**Fig. 5**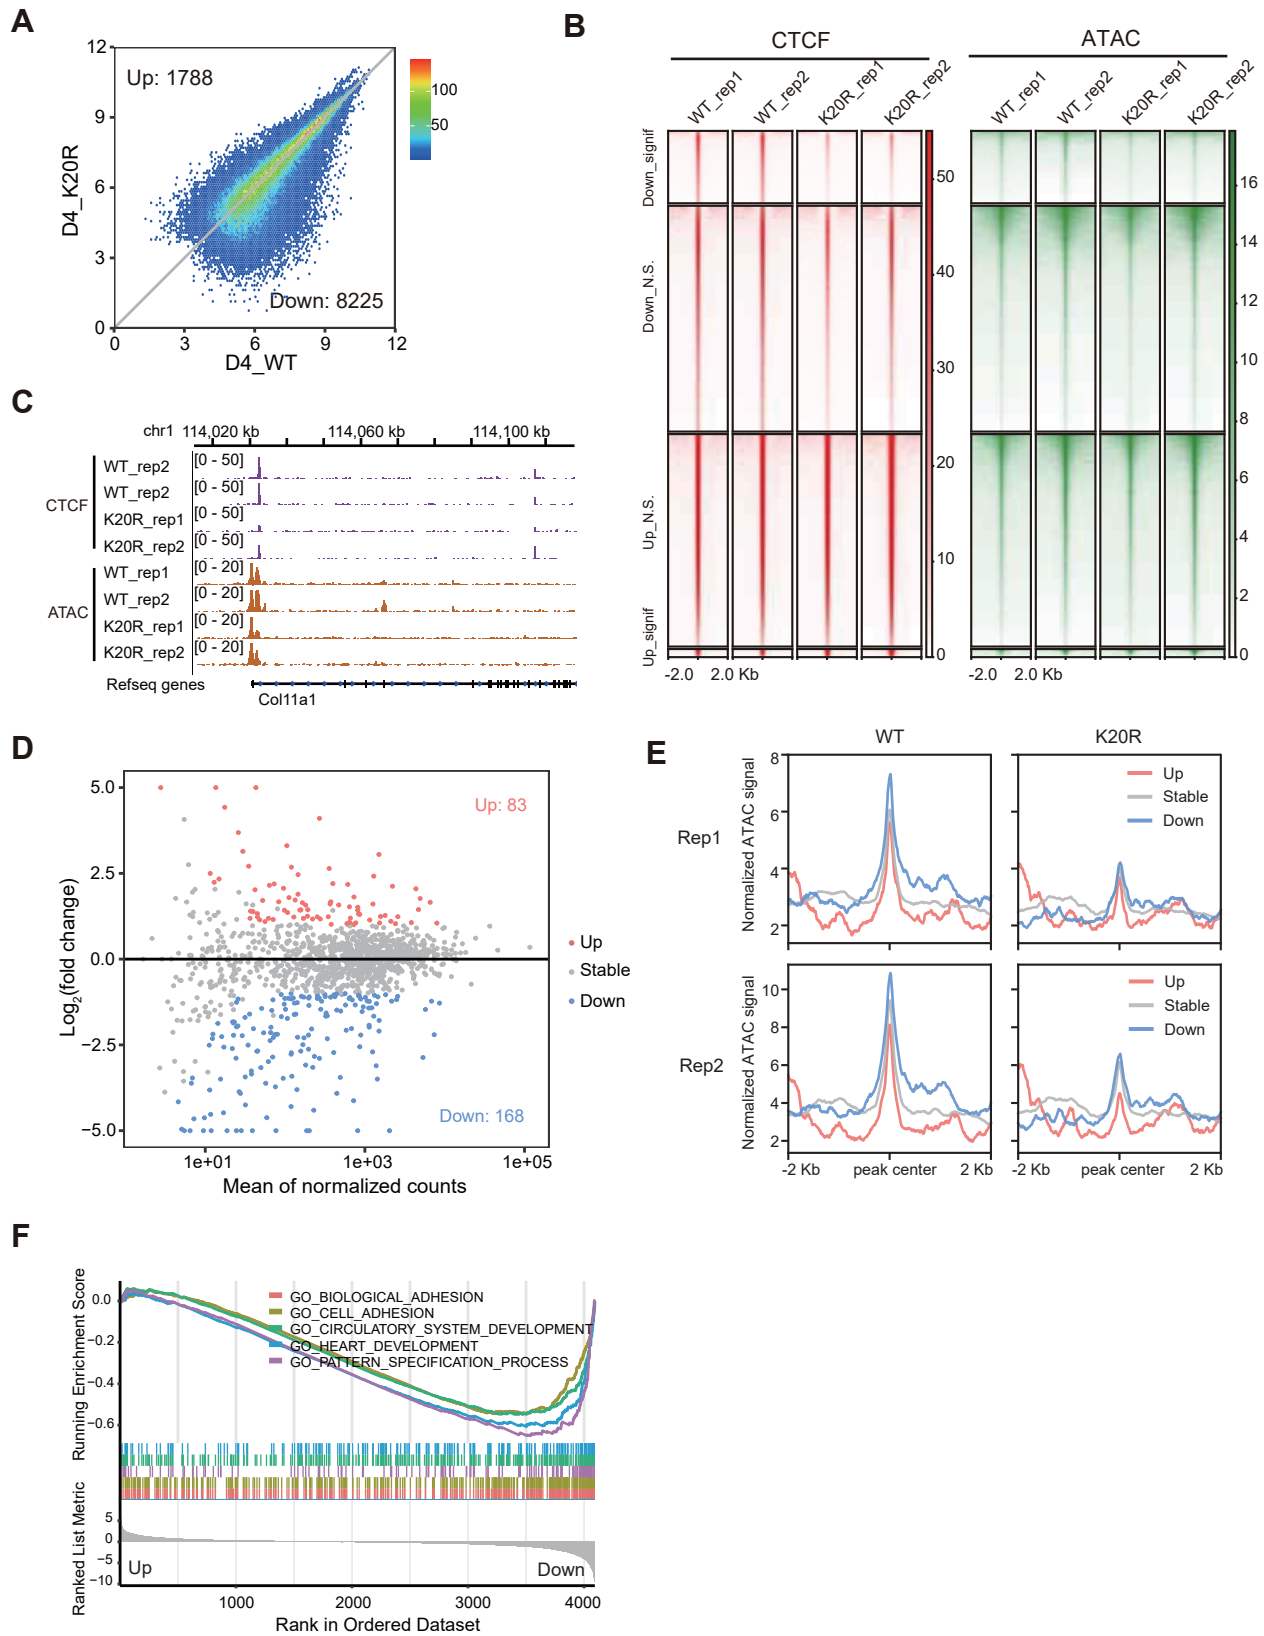

**Fig. 6**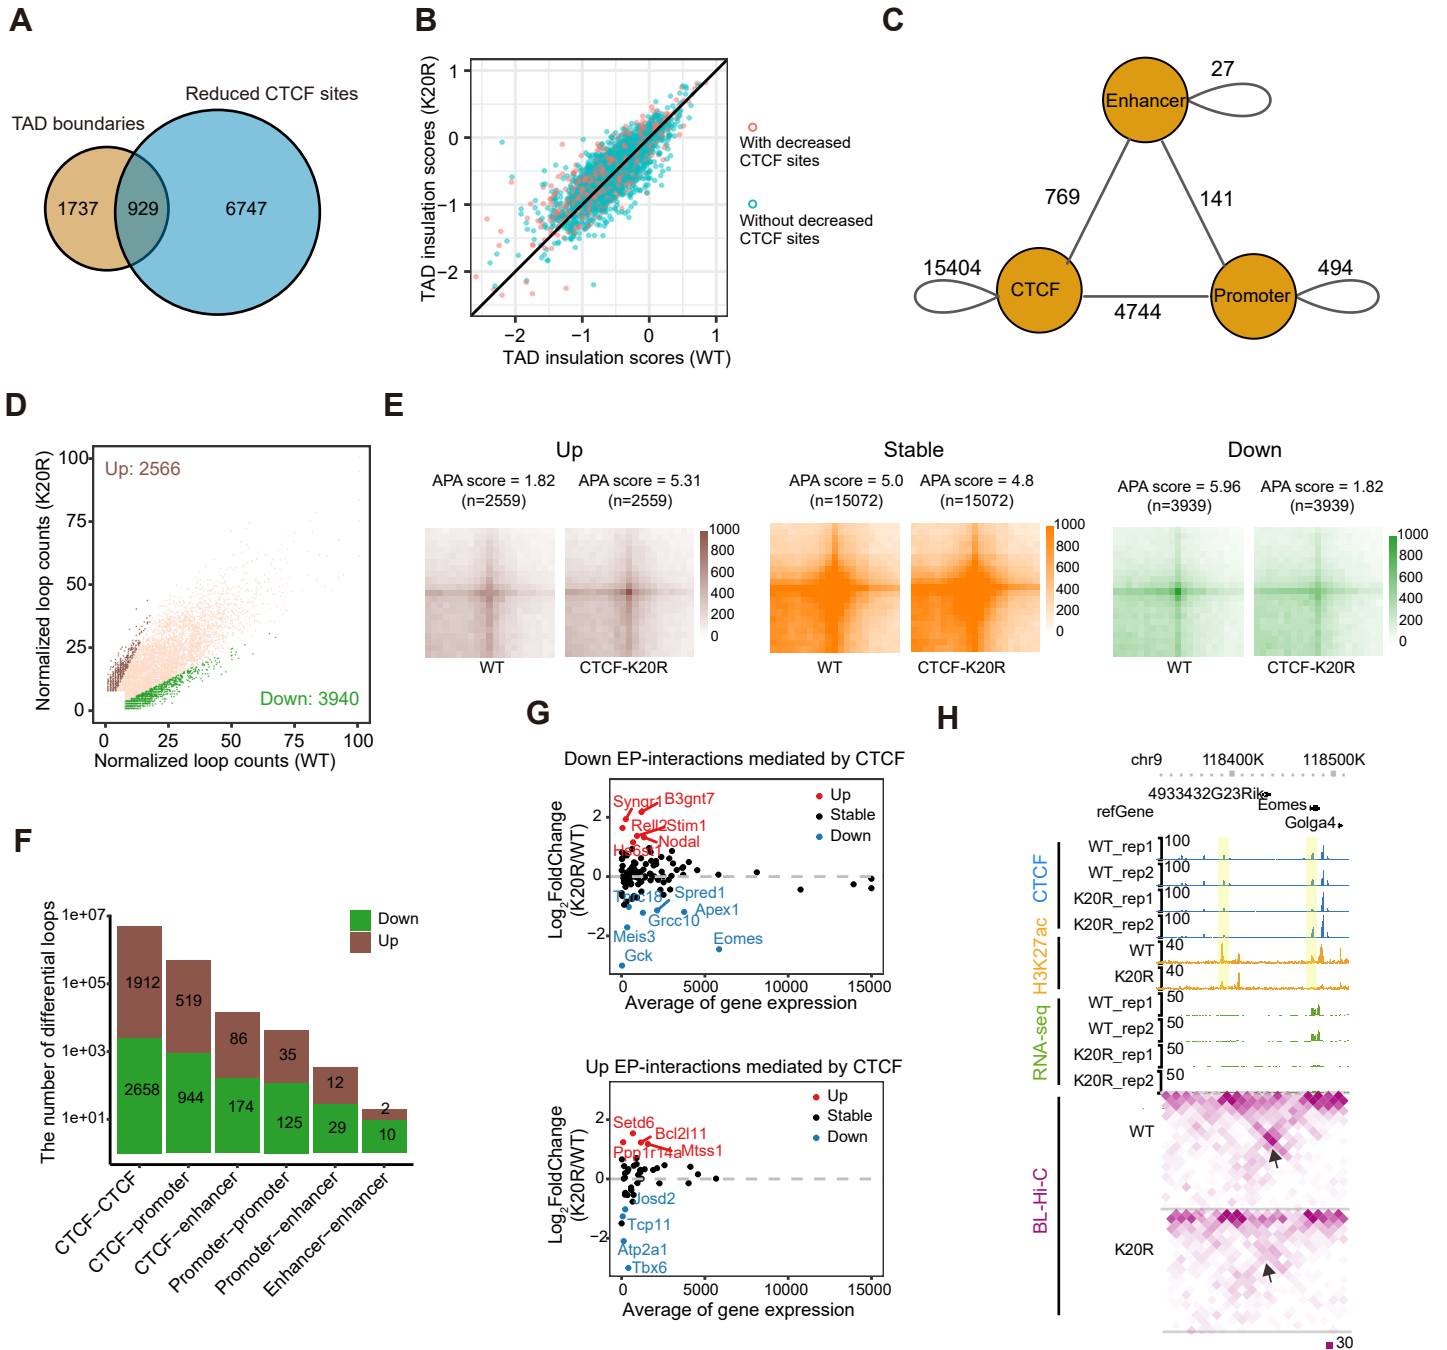

# Supplementary Fig. 1

**A**

H-CTCF 11 EESETFIKG **K**ERKTYQRRRE 30  
M-CTCF 11 EESETFIKG **K**ERKTYQRRRE 30  
C-CTCF 11 EESETFIKG **K**ERKTYQRRRE 30  
R-CTCF 11 EESETFIKG **K**ERKTYQRRRE 30  
Z-CTCF 11 EESETFIKG **K**ERKTYQRRRE 30

**B**

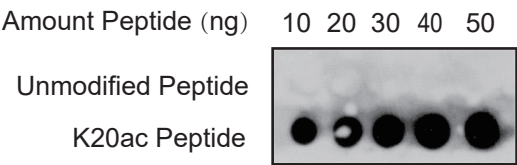

**C**

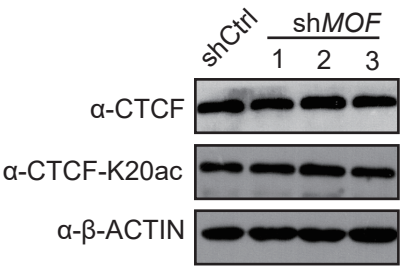

**D**

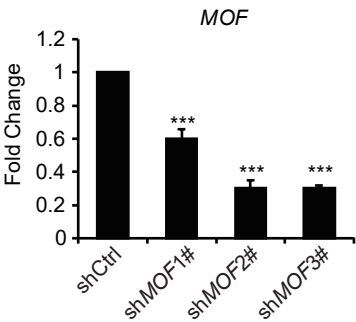

# Supplementary Fig. 2

**A**

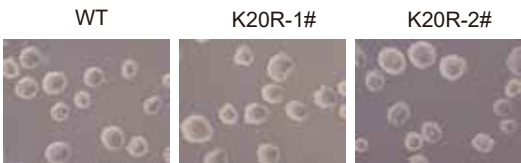

**B**

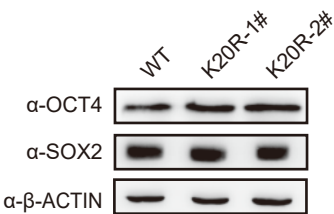

**C**

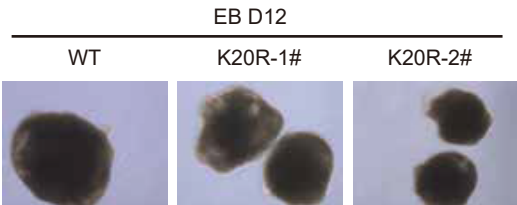

# Supplementary Fig. 3

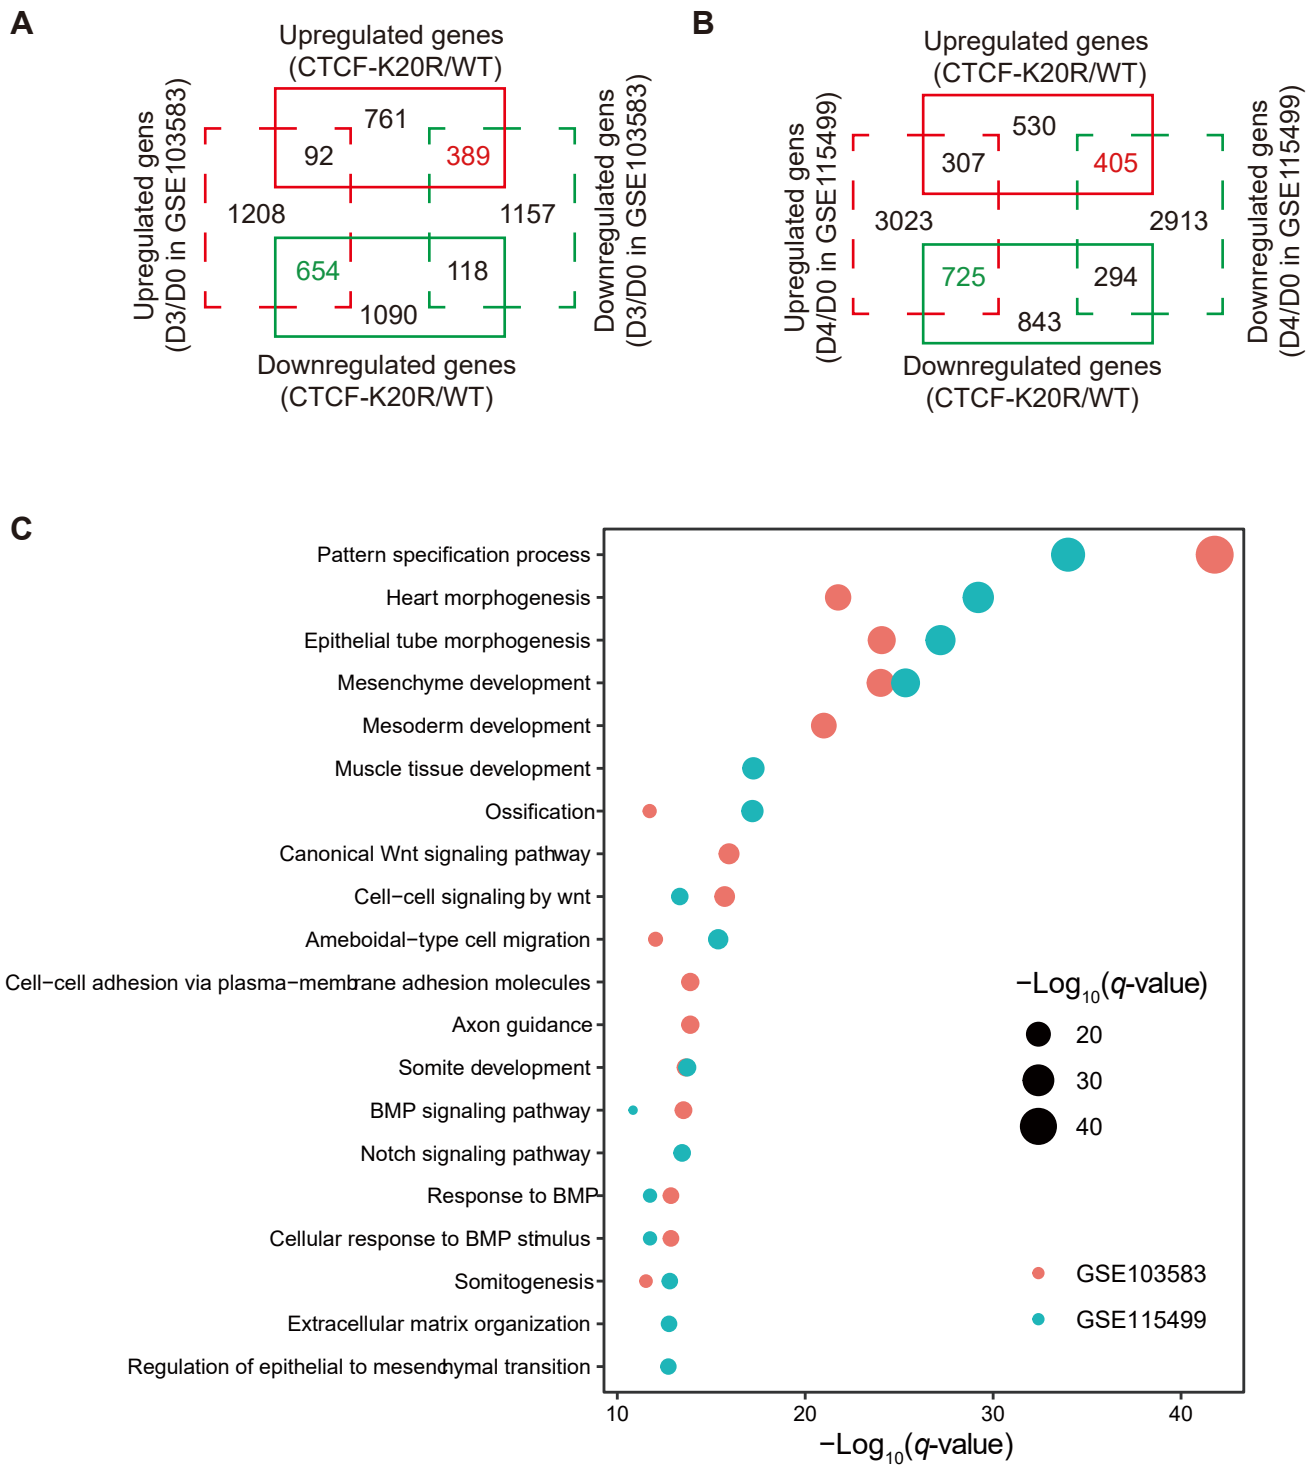

# Supplementary Fig. 4

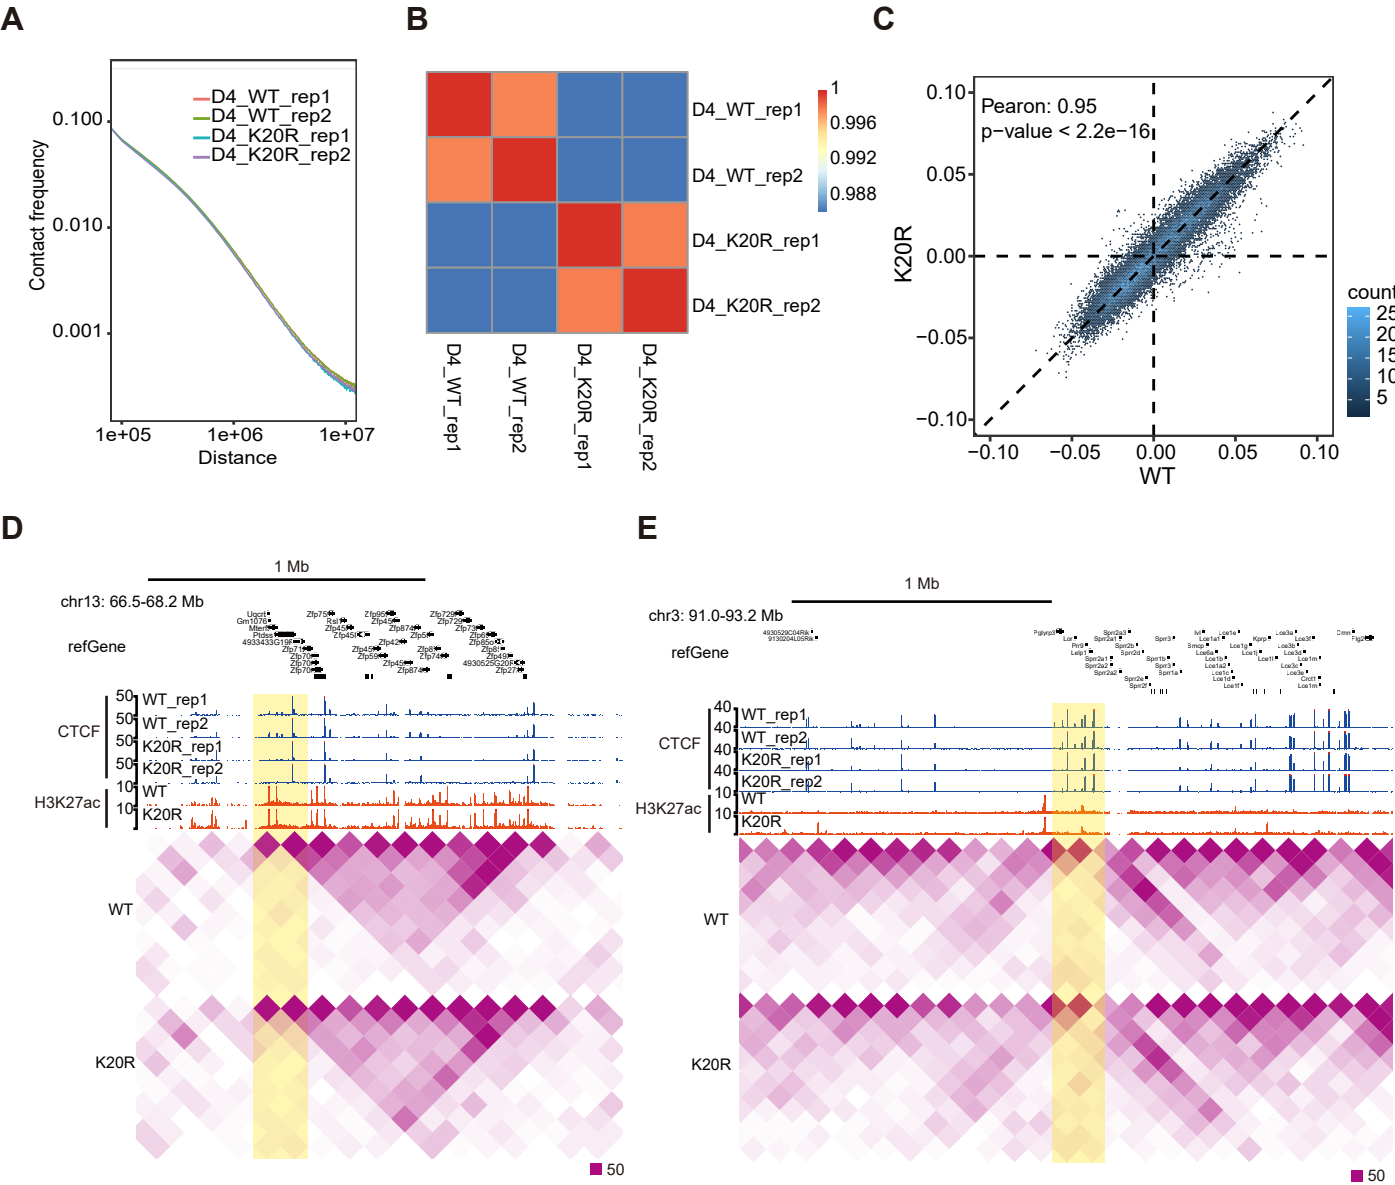

# Supplementary Fig. 5

**A**

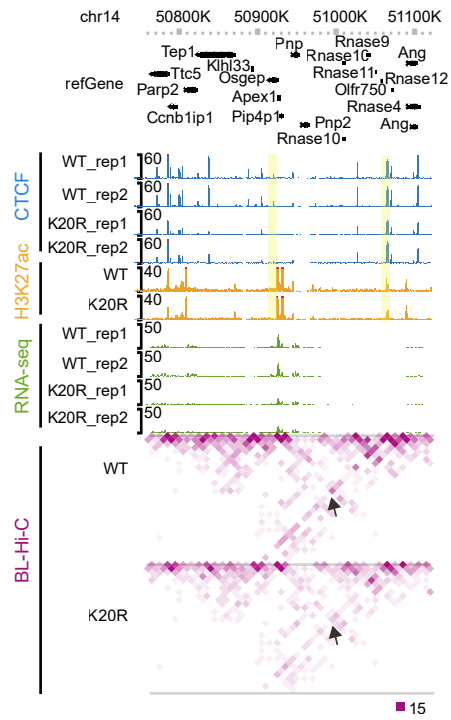

**B**

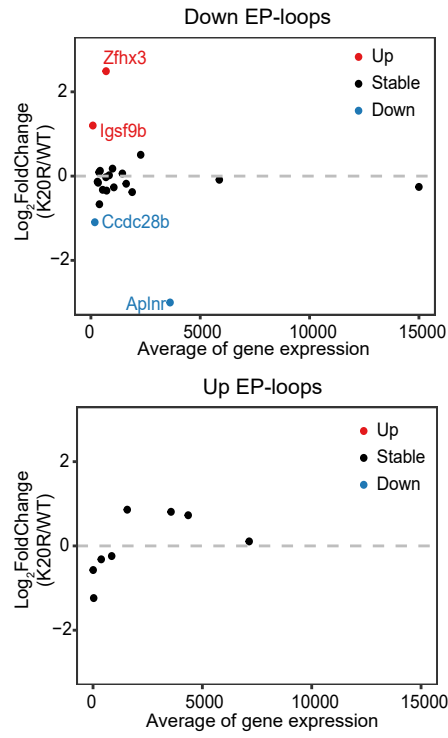

**C**

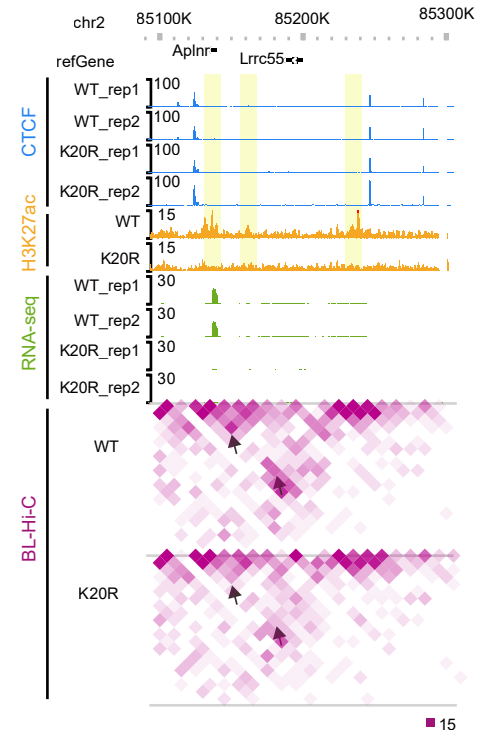

**Supplement:** Supplementary file 4 — Additional file 4. Supplementary figures

How the deposited data were processed for this re-analysis (not part of the article)

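RNA-seq libraries of WT and CTCF-K20R mESCs on day 0 and of WT and CTCF-K20R EBs on day 4 after differentiation were analysed, with 2 libraries for each genotype and day and 8 libraries in all. The authors trimmed the reads with Trim_Galore 0.4.4, quantified them on mm10 transcripts with salmon 0.9.1, collapsed transcripts to genes with tximport 1.20.0 and normalized the gene counts with DESeq2 1.10.1. The deposited values are a signal per gene and library, namely these normalized counts, scaled by the authors over all 8 libraries together. A factor for each gene and library is part of the values, so whole reads could not be recovered, and a test for normalized values was used. All 8 value columns were matched to a sample by name. The paper's text does not name the annotation release or the use of strand in the counting. The ChIP-seq, ATAC-seq and BL-Hi-C data of the study, the members of the GO terms and the published data that the paper cites were not used here.

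The libraries summed to between 19412659 and 21311513 normalized counts. The step of 1 read at low values was estimated in each library, which put the limit of detection, set at 3 reads, at 2.43 to 3.44 normalized counts. A fold against a group at or under this limit was computed against the limit and is given as a lower bound. The 10 most abundant genes held between 5.4% and 6.99% of each library.

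Gene names, positions, GC content and length came from GENCODE vM21 (GRCm38), in which 15664 of the 15767 identifiers tested were found. Genes with a mean of at least 10 normalized counts over the 8 libraries were tested. Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with a mean for each of the 4 groups and Benjamini-Hochberg adjustment, and DEGs had an absolute log2 fold change above 1 and an adjusted p under 0.05, as in the paper. The contrasts were CTCF-K20R against WT on day 4, the same on day 0, and the difference between these (interaction). The change of WT cells from day 0 to day 4 sets 1 sample against 1, so it has no replicate check and no p-value is printed for it. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 read the annotation and drew the plots.

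The squared differences between the 2 libraries of each group were compared with those of independently drawn reads. The WT pairs differed by less than the sampling noise and were averaged, so that 6 samples entered the fit (1 WT and 2 CTCF-K20R samples per day). This step was chosen after the replicate comparison, and the fit with all 8 libraries as separate samples, as first designed, is an alternative. Both fits were tested on simulated data, with WT libraries drawn as a pair of subsamples of 1 pool and 200 of the 15767 genes changed on day 4. The median over 5 draws was 179 recovered genes (89.5%) and 4 false calls on day 4 with the WT pairs averaged, and 194 recovered genes (97%) and 147 false calls with all 8 libraries as separate samples. On day 0, where no gene was changed, the false calls were 0 and 98.

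Gene lists were tested with camera of limma (inter-gene correlation 0.01, mean-variance trend, two-sided), with an estimated correlation and the rotation test fry as checks. The 15 marker lists of lineages, pluripotency, fibroblasts, 2-cell-like cells, imprinted genes, Y-linked genes, cohesin and CTCF, and BMP and WNT targets gave 30 tests over both days, adjusted together. The heart morphogenesis list was tested on its own. Genes named in the text are every gene labelled in Fig. 3I, 6G, 6H, S4D, S4E, S5A, S5B or S5C, Ctcf, the RT-qPCR genes, and at each day the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean of at least 100 normalized counts over the 4 libraries compared and both CTCF-K20R libraries beyond both WT libraries. Fn1, Vim, Col1a1 and Col3a1, the other Y genes, the X-linked paralogs, Xist and the Zscan4 family are named outside this rule, and they were chosen after their values were seen. Some genes that meet the rule are not reported here.

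Runs of neighbouring genes with a shared shift were searched on day 0 among genes with a mean of at least 50 normalized counts. On each autosome and X, the stretch of at least 20 genes with the largest squared sum of log2 fold changes, divided by its number of genes, was kept where its median shift was at least 0.3, and its score was compared with the highest score in each of 100 shuffles of gene positions. The runs were then read on the day 4 libraries. To remove a trend on GC content and length, each sample's deviation from the gene mean was smoothed on transcript GC content and then on log length, and the smooth was subtracted. For each Y-linked gene, the share of its 31-base words found in no annotated transcript of a gene outside chromosome Y was counted.

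The sample mapping, the tests, the thresholds, the gene lists, the rule for the genes named and most alternatives were set before the data were examined. These alternatives were a fit of only the libraries compared, the replicate number as a block, no expression filter or a mean of at least 50, median-of-ratios rescaling, quantile normalization, pseudocounts of 0.1 and 5, an adjusted p alone or under 0.01, the checks of the list tests, and leaving out each library in turn. The fit of all 8 libraries, with the block as its alternative, was the design set at that time. Set later were the averaging of the WT pairs, which made that fit an alternative, the removal of the GC and length trend, the removal of genes in the shifted runs, the choice of WT-induced genes by fold change alone, and the ratio of group means without a pseudocount for named genes on day 4.

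The supplementary table of DEGs (Table S5) was held in part, with all 1242 upregulated genes and 753 of the paper's 1865 downregulated genes. Its normalized counts were compared with the deposited values, and 7980 of 7980 were equal. No overlap or set test was run on it.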

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

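The contrasts, gene lists and quantile normalization used in this part were set before the data were examined. All other tests, and the use of these to weigh explanations, were chosen only after the result was seen. The test of GC content and length on the runs of neighbouring genes was written down before its own outcome was known.

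The paper does not report the RNA-seq comparison on day 0. In mESCs, before differentiation, 188 genes were upregulated and 410 downregulated in CTCF-K20R cells compared with WT cells, out of 2429 genes with an adjusted p under 0.05. Upregulated genes were 31.4% of these DEGs, and 41.9% after quantile normalization. Among DEGs with a mean of at least 100 normalized counts, Magea4 rose most (log2 fold change 5.09), followed by Etv4 (3.80), Rhox5 (3.68), Xlr3a (3.38) and Plagl1 (3.31), while Phlda2 fell by 3.43 on the log2 scale, Smoc1 by 3.15 and Ephx2 by 3.03, after the Y genes treated further on. Xlr3a, Phlda2 and Eif2s3y were not called when only the day 0 libraries were fitted. Of the DEGs on day 0, 249 were DEGs on day 4 as well, 184 in the same direction and 65 in the opposite one. Both days share no libraries, but they share the CTCF-K20R line.

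The genes inside the runs described next and on chromosome Y do not make up all of the DEGs on day 0. Without them, 448 DEGs (143 upregulated and 305 downregulated) were left. An effect of their dosage on genes elsewhere was not tested and stays open. Removing the trend on GC content and length gave 608 DEGs. A difference in feeder cells would move their abundant transcripts together. The 6 abundant fibroblast genes had a median log2 fold change of -0.27 and moved in both directions. Fn1 had 46708 and 47340 normalized counts in the WT and 45080 and 44384 in the CTCF-K20R libraries. Vim had 7528 and 7496 against 4235 and 4510, and Col1a1 had 17 and 16 against 34 and 32. Col3a1 was not above the limit of detection in any of these libraries, and the other 5 genes had a median of -0.47, with a range from -0.78 to 0.95. The mESC and EB libraries together had a mean of at least 10 normalized counts for all 6 genes, and the wider fibroblast list holds all 6. On day 0 neither list passed in camera (adjusted p = 0.333 for the 6 genes and 0.182 for the wider list). Both passed in fry (adjusted p = 0.00671 and 0.00177), so a part played by feeder cells stays open. Also open are the mutation itself and differences between clones or cultures, which cannot be told apart. There is 1 independent WT sample on day 0, and the number of CTCF-K20R clones is not known from the labels.

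In CTCF-K20R mESCs, 3 stretches of the genome had neighbouring genes shifted together. On chromosome 2 from 126.2 to 130.9 Mb, 59 genes had a median log2 fold change of 0.62 on day 0. On chromosome 8 from 63.9 to 112.0 Mb, 367 genes had a median of 0.59, and on chromosome 14 from 40.8 to 66.9 Mb, 176 genes had a median of -0.96. The scores of these runs were 21.47, 105.08 and 163.09, against a highest score of 7.43 in 100 shuffles of gene positions. A pair of weaker runs on chromosome X, with scores of 6.78 and 5.31, did not exceed the shuffles. The stretches and chromosome Y hold 107 (17.9%) of the DEGs on day 0 and 4.7% of the genes tested.

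A difference in the scaling of whole libraries would shift other chromosomes as well, but the largest absolute median of another autosome on day 0 was 0.047. With the trend on GC content and length removed, the chromosome 14 run had a median of -0.95. A difference in differentiation state is argued against by the median change of the chromosome 14 run in WT cells from day 0 to day 4, which was 0.02. The runs were found on day 0 and read again on the day 4 libraries, where the medians were 0.66 for chromosome 2, 0.60 for chromosome 8 and -0.89 for chromosome 14. These values lie near 0.585, the log2 of 3 copies over 2, and near -1, the log2 of 1 copy over 2. They are consistent with a gain of a segment of chromosomes 2 and 8 and the loss of 1 copy of a segment of chromosome 14 in the CTCF-K20R line, as a hypothesis found and tested in libraries of the same line. DNA was not examined, and a regional effect of the mutation on transcription was not tested and stays open.

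Among Y-linked genes on day 0, the log2 fold change was -8.00 for Eif2s3y and -6.42 for Ddx3y. Eif2s3y had 1298 and 1353 normalized counts in the WT mESC libraries and 2.5 and 6.7 in the CTCF-K20R mESC libraries, and Ddx3y had 652 and 663 against 8.8 and 5.1. The 2 genes were near the limit of detection in the CTCF-K20R EB libraries too. Uty, Uba1y and Zfy1 were also lower on day 0, while Sry was listed at 0 in both WT libraries and at 12.9 and 16.6 in the CTCF-K20R mESC libraries.

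Reads moved to the X-linked paralogs would leave the sum of each pair in place. On day 0 the sum of Eif2s3y and Eif2s3x changed by -0.20 on the log2 scale (SD 0.016, n = 2). This is a fall of 13% against a share of 10% for the Y gene. The sum of Ddx3y and Ddx3x fell by 6.6% against a share of 3.1%. On day 4 Eif2s3x was higher in CTCF-K20R EBs (log2 fold change 0.41, adjusted p = 0.00668 from limma), while Ddx3x was not (-0.07, adjusted p = 0.131). The sums thus argue against moved reads on day 0. Of the 31-base words of Eif2s3y and Ddx3y, 99.6% and 98.5% are in no annotated transcript of a gene outside chromosome Y. For these genes, this argues against moved reads on both days, as far as the annotated transcripts go. The cause of the rise of Eif2s3x on day 4 was not tested. Another line with 2 active X chromosomes is argued against by the median log2 fold change of X genes on day 0, which was -0.04. On day 4 the X-linked gene Xist was an upregulated DEG (log2 fold change 3.385, adjusted p = 0.031 from limma). Xist had 101.2 and 238.4 normalized counts in the CTCF-K20R EB libraries and 14.1 and 13.9 in the WT EB libraries. On day 0 Xist was not called (log2 fold change -0.985), and the cause of its rise on day 4 was not tested. A loss of all of chromosome Y and a loss of part of it cannot be told apart. Some Y genes were still counted in the CTCF-K20R mESC libraries, which taken alone would go against a complete loss. Kdm5d had 32.2 and 26.8 normalized counts (log2 fold change -0.38) and Uty had 55.5 and 25.4. Gm28588 had 99.1 and 60.9 against 21.6 and 23.8 in WT, and the 2 values of Sry are given above. Of the 31-base words of these genes, 93.1% (Kdm5d), 96.4% (Uty), 94.4% (Gm28588) and 98.4% (Sry) are in no annotated transcript of a gene outside chromosome Y. The gene ENSMUSG00000103234 had 466.4 and 529.4 normalized counts, but only 13.8% of its words are its own in this sense. What keeps the question open is that the genes with mostly their own words had few reads, that the remaining words are shared, and that copies outside the annotated transcripts could not be searched. Their positions do not mark out a retained part either. Kdm5d lies between Uba1y and Eif2s3y, and Uty between Eif2s3y and Ddx3y, genes that were lower on day 0. Sry was at 0 in WT, so its counts are not a remainder of a WT signal. Loss of Y genes during culture, apart from the mutation, stays open and was not tested.

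The effect of the genotype differed between the days for 2031 genes (interaction in limma, absolute coefficient above 1 and adjusted p under 0.05), with 1079 above 0 and 952 below 0. With quantile normalization the number was 2279, and with the trend on GC content and length removed it was 2047, which argues against the normalization and such a trend as the whole cause. If feeder cells carried the difference, fibroblast genes would have the largest interaction, but the median interaction was -0.85 for the 6 abundant fibroblast genes, with a range from -3.53 to 2.34, and -4.25 for the primitive streak and nascent mesoderm list. A difference in the response to differentiation between the genotypes stays open as a biological hypothesis, and so does a difference between single differentiation cultures, since each day has 1 independent WT sample.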

How the results depend on the processing

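The fit of all 8 libraries as separate samples was the first design, and the WT pairs were averaged only after the replicates had been compared. The removal of the GC and length trend, the removal of the genes in the shifted runs, the choice of WT-induced genes by fold change alone and the ratio of group means without a pseudocount were also chosen after seeing the data. A test on whole counts with DESeq2 was planned and not run, since the values are not counts. A fit of only the libraries compared was not possible for the interaction or for WT-induced genes, which need both days. With 1 library left out, 1 group rests on 1 library, and only log2 fold changes and medians were computed, with no calls and no counts of genes. Without a WT library the number of samples stays as in the fit of averaged pairs, and calls were not made for it either.

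The 1364 DEGs down at day 4 became 884 at an adjusted p under 0.01 and 2934 with the adjusted p alone, which gave 3395 DEGs up at day 4 in place of 1087. Against 188 DEGs up at day 0 and 410 DEGs down at day 0, there were 78 and 156 at an adjusted p under 0.01, 1235 and 1194 with the adjusted p alone, 54 and 92 with only the libraries compared, 445 and 903 with all 8 libraries as separate samples, and 445 and 899 with all 8 libraries and the replicate block. Genes with a genotype effect that differs between day 0 and day 4, at 2031, numbered 1113 at an adjusted p under 0.01, 4200 with the adjusted p alone, 3340 with all 8 libraries and 3325 with the replicate block added. The shifts at other thresholds follow from the thresholds. With all 8 libraries the simulated data gave 98 false calls on day 0 and 147 on day 4. The simulation changed 200 genes on day 4 and 0 on day 0. In the data, 6329 and 2429 genes had an adjusted p under 0.05 on these days. False calls after Benjamini-Hochberg adjustment depend on how many genes are called, so these numbers do not carry over. How many of the calls gained are false was not determined. The cause of the lower counts on day 0 with only the libraries compared was not tested; the same fit on day 4 gave 1053 upregulated and 1370 downregulated genes. The remaining alternatives left these 5 counts within 1.5 times.

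Among genes at the TAD boundaries of Fig. S4D and S4E, 1 was a DEG, 0 at an adjusted p under 0.01 (2 of the 6 genes tested had an unadjusted p under 0.05), and 2 with all 8 libraries, with or without the replicate block. Downregulated genes of Fig. 3I numbered 17 to 21 against 20, those of Fig. 6G and S5B in the direction of the figure 18 to 25 against 23, and the share of WT-induced and WT-repressed genes at day 4 that were called in the opposite direction was 27.6% to 44.7% against 32.3%, over all alternatives that gave a value. Of the 30 tests of marker lists, 13 passed; with an estimated inter-gene correlation 0 passed, and 2 had an unadjusted p under 0.05, while fry gave 20. The heart morphogenesis list had a median from -1.63 to -1.54 across the 4 fits that each left out 1 library.

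The numbers of the replicates did not pair the samples: the correlation of deviations between groups lay between -0.031 and 0.03. With the replicate block, 1072 genes were upregulated and 1373 downregulated on day 4, and 180 and 399 on day 0. Genes with a genotype effect that differs between day 0 and day 4 numbered 1989. Of the labelled genes, 20 of Fig. 3I and 24 of Fig. 6G and S5B were called, with Tcp11 (adjusted p = 0.0447) and Ccdc28b (adjusted p = 0.0155) gained and Atp2a1 (adjusted p = 0.0569, all from limma) not called; 12 tests of marker lists passed, and 32.1% of WT-induced and WT-repressed genes at day 4 were called in the opposite direction.

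Some small values changed direction, and the cause was not tested. Foxa2 log2 fold change at day 0 was 0.36, -0.79 with a pseudocount of 0.1, and from -1.49 to 2.21 with 1 library left out, from levels near the limit of detection. Wnt3 log2 fold change at day 0 was -0.29, 0.06 after quantile normalization and from -0.88 to 0.30 with 1 library left out. With 1 library left out, Isl1 log2 fold change at day 0 lay from -0.02 to 0.23, Pdgfra log2 fold change at day 0 from -0.03 to 0.45, and Mterf3 log2 fold change at day 4 from -0.07 to 0.01. The median of the blood and endothelium list at day 0 was -0.09 among genes with a mean of at least 50 and from -0.08 to 0.52 with 1 library left out. The cardiac mesoderm list at day 0 lay from -0.14 to 0.20 with 1 library left out. The cohesin and CTCF list at day 0 was 0.01 among genes with a mean of at least 50 and from -0.03 to 0.03 with 1 library left out, and the cohesin and CTCF list at day 4 was -0.04 after quantile normalization. The imprinted list at day 4 was 0.06 among genes with a mean of at least 50 and from -0.29 to 0.03 with 1 library left out. The naive pluripotency list at day 0 was 0.01 with the GC and length trend removed.

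Over all alternatives, 22 values of named genes became weaker and 39 stronger, and 58 moved by more than the replicate spread with 1 library left out and 6 with the ratio of group means; for single lists 27 values became weaker, 8 stronger and 25 moved. No WT difference has a replicate check, and genes at a few reads in a group have only a bound.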

Differences from the paper's values

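The paper's log2 fold changes on day 4 were compared for 45 named genes of Table S5, and all 45 had the same direction. Gm6763, Zscan4f and Mesp1 were at or under the limit of detection in a group and have only a bound. On the log2 scale these bounds were 6.62, 6.15 and -8.95, against the paper's 10.76, 7.48 and -9.96. The paper's values lie beyond the bounds, so the size of these differences could not be checked. Among the 42 genes above the limit in both groups, the paper's value differed by more than the spread between the CTCF-K20R libraries for 2. For Xlr3a the log2 fold change was 4.93 against the paper's 5.3, and for Lhx1 it was -10.98 against the paper's -11.18. None of the alternatives set before the data were examined closed these gaps, and the nearest, a pseudocount of 0.1, gave 5.24 and -11.16. The ratio of group means without a pseudocount, chosen after seeing the values, gave 5.28 and -11.18, both within that spread of the paper's values. On that scale 0 of the 42 genes above the limit of detection in both groups differed from the paper's values.

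The paper's counts of DEGs on day 4 are 1242 upregulated and 1865 downregulated genes, against 1087 and 1364 here, each within 1.5 times. With all 8 libraries as separate samples, the design set before the data were examined, the counts were 1376 and 1778; the averaging of the WT pairs was chosen after the replicate comparison.

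The paper states that genes near the TAD boundaries of Fig. S4D and S4E were not significantly changed. Lor, at the boundary of Fig. S4E, was a downregulated DEG here (log2 fold change -2.13, adjusted p = 0.0102 from limma), and it was not called at an adjusted p under 0.01, one of the alternatives set before the data were examined. Gm10767, at the boundary of Fig. S4D, was called with all 8 libraries, with or without the replicate block. The fit of all 8 libraries was the design set before the data were examined, and the averaging of the WT pairs was chosen later.

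The paper shows the genes of Fig. 3I as lower in CTCF-K20R EBs. Id2 had a log2 fold change of 0.28 and was not a DEG, and Tcf3, at -0.43, was short of the minimum fold change; Tcf3 passed with the adjusted p alone. Tnnt2 was under the expression filter and was called without it. Fig. 6G and S5B label Tcp11 and Ccdc28b as downregulated. Neither was a DEG here, at log2 fold changes of -1.25 and -1.14. Both were called with the replicate block and with all 8 libraries, with or without that block, and the block and the fit of all 8 libraries were set before the data were examined.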

Other observations

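The tests of a slower course and of reads moved within the Zscan4 family were chosen only after the result was seen, and the test of the shared WT sample was not.

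Most changes on day 4 ran against the change of WT cells. From day 0 to day 4, 2464 genes rose and 2124 fell in WT cells by the thresholds used for DEGs, a comparison of 1 sample with 1 whose error comes from the CTCF-K20R pairs. Of the genes that rose, 848 (34.4%) were downregulated in CTCF-K20R EBs and 78 upregulated. Of the genes that fell, 636 (29.9%) were upregulated and 80 downregulated. The WT day 4 sample enters both comparisons, so unchanged CTCF-K20R groups were simulated against it, and in 100 draws at most 0.073% of the WT-induced genes were called down and at most 0.085% of the WT-repressed genes up. The shared sample alone makes 55.6% of the WT-induced genes lower in CTCF-K20R EBs (median of the draws), against 78.6% observed. A slower course of the same change may underlie this pattern, but it cannot be told apart from an altered course: 158 of the 4588 WT-changed genes (3.4%) were called in the same direction as the WT change and 377 were called in the opposite direction and lay past the WT day 0 level, while 340 DEGs on day 4 (13.9%) had a WT change within 0.5 on the log2 scale. There are only the days 0 and 4, so a time course of CTCF-K20R cells was not tested.

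Genes of the Zscan4 family rose in CTCF-K20R cells. Reads moved between its members would leave the sum in place, but the sum over 4 members was 18.2 normalized counts in WT mESCs and 232.3 ± 25.7 (SD, n = 2) in CTCF-K20R mESCs, 12.8-fold higher. On day 4 it was at least 146-fold higher. Whether a share of the cells or all cells express these genes cannot be read from bulk libraries, and differences between cultures were not tested.

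Marker lists gave the following medians of the log2 fold change of CTCF-K20R over WT, each from the genes tested, with p-values adjusted over the 30 tests in camera of limma. On day 4 the primitive streak and nascent mesoderm list (21 genes, 20 lower) had -4.63 (adjusted p = 1.78e-09), cardiac mesoderm (16 genes) -2.66 (adjusted p = 0.000257), definitive endoderm -3.30 (adjusted p = 0.00539), extraembryonic endoderm -2.36 (adjusted p = 0.000452), and BMP and WNT targets -1.65 (adjusted p = 0.00065). Naive pluripotency rose by 1.41 (adjusted p = 0.000169), with 10 of 16 genes upregulated, formative and primed pluripotency by 0.79 (adjusted p = 0.0455), and the 2-cell-like list (6 genes) by 3.56 (adjusted p = 0.00455), or 2.78 with 3 genes placed at their bound. The Y-linked list had -5.42 (adjusted p = 0.0203). The lists without an adjusted p under 0.05 in camera were blood and endothelium at -1.45, fibroblast at -0.57 and its abundant genes at -1.02, imprinted genes at -0.15, neural ectoderm at 0.16, and cohesin and CTCF at 0.10. The lists overlap: 8 of the primitive streak genes and 16 of the 17 cardiac mesoderm genes are in another list, and the paper labels or measured 10 genes of each.

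On day 0 the 2-cell-like list had a median of 2.09 (adjusted p = 0.00184), the Y-linked list -4.41 (adjusted p = 0.00455), formative and primed pluripotency -0.84 (adjusted p = 0.000452; -0.61 with 1 gene at its bound), and definitive endoderm -1.09 (adjusted p = 0.0455, all from camera of limma; -0.44 with 3 genes at their bound). The other lists did not pass: primitive streak 0.29, BMP and WNT targets 0.11, cardiac mesoderm 0.14, blood and endothelium 0.39, neural ectoderm 0.13, naive pluripotency -0.01, cohesin and CTCF -0.02, extraembryonic endoderm -0.19, fibroblast -0.14 and imprinted genes -0.34. With genes at their bound, the primitive streak list had 0.25, BMP and WNT targets 0.04, cardiac mesoderm 0.13 and extraembryonic endoderm -0.16. Of the 13 tests that passed on both days, all 13 also passed in fry and 0 with an estimated correlation, where the smallest adjusted p was 0.246. No explanation was tested for the medians of the lists.

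Among the RT-qPCR and Fig. 3I genes, T was a downregulated DEG on day 0 already, with a log2 fold change of -1.53, at 72.9 normalized counts in WT mESCs and 24.6 ± 0.681 (SD, n = 2) in CTCF-K20R mESCs. It was not called when only the day 0 libraries were fitted. Among other RT-qPCR genes on day 4, Nanog was an upregulated DEG (log2 fold change 1.66). Pou5f1 (0.78), Nes (0.41) and Tbx5 (0.94, adjusted p = 0.0553 from limma) were higher without being DEGs. Nkx2-5 was lower without being called (-0.81, adjusted p = 0.272 from limma). Sox17 (-7.30), Gata6 (-7.21), Wnt5a (-6.06), Wnt11 (-2.17), Wnt3 (-2.08) and Ror2 (-1.19) were downregulated DEGs. Afp was under the expression filter. The paper's RT-qPCR of Pou5f1, Nanog, Nes, Sox17, Afp, Tbx5 and Nkx2-5 was done in mESCs and in EBs later than day 4. The day 4 values of these genes therefore do not test its RT-qPCR results.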
